# The Immediate Early Response of Lens Epithelial Cells to Lens Injury

**DOI:** 10.3390/cells11213456

**Published:** 2022-11-01

**Authors:** Samuel G. Novo, Adam P. Faranda, Mahbubul H. Shihan, Yan Wang, Ananya Garg, Melinda K. Duncan

**Keywords:** lens, cataract surgery, wound healing, immediate early genes, inflammation

## Abstract

Cataracts are treated by lens fiber cell removal followed by intraocular lens (IOL) implantation into the lens capsule. While effective, this procedure leaves behind numerous lens epithelial cells (LECs) which undergo a wound healing response that frequently leads to posterior capsular opacification (PCO). In order to elucidate the acute response of LECs to lens fiber cell removal which models cataract surgery (post cataract surgery, PCS), RNA-seq was conducted on LECs derived from wild type mice at 0 and 6 h PCS. This analysis found that LECs upregulate the expression of numerous proinflammatory cytokines and profibrotic regulators by 6 h PCS suggesting rapid priming of pathways leading to inflammation and fibrosis PCS. LECs also highly upregulate the expression of numerous immediate early transcription factors (IETFs) by 6 h PCS and immunolocalization found elevated levels of these proteins by 3 h PCS, and this was preceded by the phosphorylation of ERK1/2 in injured LECs. Egr1 and FosB were among the highest expressed of these factors and qRT-PCR revealed that they also upregulate in explanted mouse lens epithelia suggesting potential roles in the LEC injury response. Analysis of lenses lacking either Egr1 or FosB revealed that both genes may regulate a portion of the acute LEC injury response, although neither gene was essential for expression of either proinflammatory or fibrotic markers at later times PCS suggesting that IETFs may work in concert to mediate the LEC injury response following cataract surgery.

## 1. Introduction

The lens is a transparent tissue that refracts light onto the retina and is thus critical for high resolution vision [1]. Cataract, the clouding of the ocular lens due to age, metabolic dysfunction, genetic abnormalities, or ocular injury, was historically the predominate cause of human blindness [2]. However, over the past 50 years, the global burden of cataract has been greatly reduced due to the development of cost effective extracapsular/phacoemulsification cataract extraction methods coupled with the implantation of artificial intraocular lenses which restore vision [3].

While modern cataract surgery has revolutionized the practice of ophthalmology, like all surgeries, it results in elevated inflammation at the wound site [4,5,6] leading to post-surgical pain and discomfort. As ocular inflammation can also trigger retinal edema, retinal detachment, and exacerbate uveitis [6,7,8,9,10] as well as fibrotic conditions [11,12], it is typically aggressively treated with a combination of steroids and NSAIDs either via eye drops [13,14] or “drop-less” methods [15] which instill anti-inflammatories into the eye at the time of surgery. While these drugs are highly effective, post-surgical inflammation still does occur, and is clinically observed as “flare” [16] defined by increases in the protein concentration of the aqueous humor and the influx of inflammatory cells into the anterior segment of the eye by 20–24 h post cataract surgery (PCS) [17,18].

Concomitant with inflammation, lens epithelial cells (LECs) left behind after cataract surgery undergo a wound healing response characterized by their increased proliferation and migration which occurs simultaneously with their phenotypic conversion into either myofibroblasts [19] or aberrant lens fiber cells [20,21]. Early in the development of extracapsular cataract surgery methods, these migratory lens–derived cells (LCs) would rapidly populate the posterior lens capsule, leading to the development of posterior capsular opacification (PCO) within weeks or months following cataract surgery. However, advanced IOL designs now physically sequester LCs to the capsular bag periphery, preventing their migration into the optical axis [11], which greatly reduced the incidence of PCO within a year following surgery. However, longer term, PCO is still of clinical concern as lens derived myofibroblasts persist years or even decades following cataract surgery [22], and can escape from the capsular bag periphery leading to PCO development at extended times PCS [23,24].

While the pathogenesis of ocular inflammation PCS has been attributed to mechanical disruption of the blood/aqueous barrier during surgery [25,26], the underlying molecular mechanisms driving this have not been well characterized. However, it has long been recognized that poor control of inflammation is associated with increased risks of retinal damage and aggressive PCO development PCS highlighting the importance of studying its etiology [7]. We recently discovered that the LECs remaining behind after lens fiber cell removal in both mouse [18,27,28] and human (manuscript in preparation) models of cataract surgery massively remodel their transcriptome by 24 h PCS to express high levels of both pro-inflammatory cytokines and fibrotic marker mRNAs. While our prior study found that LECs express elevated protein levels of some inflammatory cytokines by 3–6 h PCS [18], neither the extent of this initial pro-inflammatory response nor potential mechanisms regulating it were known.

Here, we used RNAseq to globally profile the transcriptional changes that mouse LECs undergo by six hours after fiber cell removal in a mouse model of cataract surgery in order to characterize the acute response of these cells to surgery and tested the function of two potential regulators of this initial response.

## 2. Methods

### 2.1. Animals

All procedures using mice comply with the Association for Research in Vision and Ophthalmology on the Use of Animals in Vision and Ophthalmologic Research and were approved by the University of Delaware Institutional Animal Care and Use Committee under protocol #1039-2021-1. Animals were bred and maintained in ventilated caging at the University of Delaware animal facility under a 14/10 h light-dark cycle and received food ad libitum.

Mice harboring a germline deletion of the Egr1 (Egr1KO) gene were obtained from the Jackson Laboratory ((JAX stock #012924; B6N; 129-*Egr1^tm1Jmi^*/J) [29], where they were deposited by Dr. Jeffery Milbrandt, Washington University School of Medicine, St. Louis. These mice were genotyped for lack of an intact Egr1 gene via PCR analysis utilizing the following primers: Common forward: 5′-GGG-CAC-AGG-GGA-TGG-GAA-TG-3′, Wildtype reverse: 5′-AAC-CGG-CCC-AGC-AAG-ACA-CC-3′, Mutant reverse:5′-CTC-GTG-CTT-TAC-GGT-ATC-GC-3′.

Mice harboring a FosB allele where exon 2 and 3 are flanked by lox *p* sites (Fosb^tm1.1Nes^) [30]. were obtained from Drs. Alfred Robinson (Michigan State University) and Eric Nestler (Icahn School of Medicine at Mount Sinai). MLR10 cre mice (Tg(Cryaa-cre)10Mlr) binding site modified alpha-A crystallin promoter [31] were obtained on an FVB/N background from Dr. Michael Robinson (Miami University, Oxford, OH, USA) and backcrossed to C57Bl/6 mice for over 10 generations at the University of Delaware. Mice lacking the FosB gene from the lens (FosBcKO mice) were generated by mating Fosb^tm1.1Nes^ mice with Tg(Cryaa-cre)10Mlr mice. Mice were genotyped for the presence of the floxed FosB allele, and MLR10cre transgene via PCR utilizing the following primers: FosB flox forward: 5′-GCT-GAA-GGA-GAT-GGG-TAA-CAG-3′ and reverse: 5′-AAG-CCT-GGT-ATG-GTG-A-3′: MLR10cre forward: 5′-CCT-GTT-TTG-CAC-GTT-CAC-CG-3′ and reverse: 5′-ATG-CTT-CTG-TCC-GTT-TGC-CG-3′. Successful deletion of exon 2 and 3 of the FosB gene was confirmed by PCR using genomic DNA isolated from adult mouse lenses utilizing the following primers: forward: 5′-TTC-CCT-TCC-TAT-TTG-TAG-AGC-GTA-G-3′ and reverse: 5′-TGC-TAC-TTG-TGC-CTC-GGT-TTC-C-3′.

### 2.2. Morphological Analysis

Histological analysis was conducted by isolating eyes from euthanized mice and immediately fixing them in Davidson’s Fixative Solution (Electron Microscopy Sciences, Hatfield, PA, USA). The fixed eyes were sent to HistoWiz (Brooklyn, NY, USA), where they were sectioned and stained with hematoxylin and eosin (H&E). The H&E stained slides were then photographed on a Zeiss Axio Observer epifluorescent microscope (Carl Zeiss Inc., Gottingen, Germany).

Lens clarity was assessed by viewing isolated lenses using darkfield optics. Lens optical properties were assessed following previously described methods [32,33] by placing the lenses on a 200-mesh electron microscopy grid. Images were collected with a Zeiss Stemi SV microscope fitted with a darkfield base (Carl Zeiss Inc., Gottingen, Germany).

Lens measurements were conducted by taking images of the reflection of the lens through a 45° mirror (face = 5 mm × 5 mm) (Edmund Optics, Barrington, NJ, USA) as previously described [34] in a plastic box with 1XPBS. The mirror was positioned at a constant distance from the lens and an in-focus image of the mirror edge (length = 5 mm) was also collected for distance calibration. Image measurements were calculated by Fiji ImageJ v52 [35] based on the distance calibration.

### 2.3. Mouse Cataract Surgery Model

Lens fiber cells were surgically removed from living 3–5 months old mice of both sexes to simulate the extracapsular lens extraction surgery typically performed to treat human cataract [36,37]. Notably, this surgery differs from human cataract surgery in that an anterior capsulotomy is not performed and the lens fiber cell mass is removed as a single unit. Generally, no additional aspiration of lens cortical material is needed for complete fiber cell removal in this method. Samples were collected from euthanized animals at various times post fiber cell removal including 0, 1, 3, 6, 12, 24, 48, 72, and/or 120 h post surgery (post cataract surgery, PCS).

### 2.4. Next Generation RNA Sequencing and Bioinformatic Analysis

Lens capsular bags with the attached lens cells (LCs) were dissected at either 0 or 6 h PCS. Samples from five independent animals were pooled to create a single biological replicate, then flash frozen on dry ice as previously described [27,28].

Total RNA was extracted from each biological replicate using the RNeasy Mini Kit from Qiagen (Cat No./ID: 74104). RNA libraries were prepared using the SMARTer^®^ Stranded Total RNA-Seq Kit-Pico Input Mammalian (Takara Bio USA, Inc., Mountain View, CA, USA) and sequenced by DNA Link, USA (1000 S Hope St. unit 521 Los Angeles, CA 90015, USA) on a Novaseq 6000 (Los Angeles, CA, USA). Read pairs (101 nucleotides long) were aligned to the Ensembl primary assembly of the mouse GRCm38 genome [38] using the default parameters of Hisat2 [39]. Using the HTseq-Count in union mode [40], read pairs aligned to the genomic features annotated in an Ensembl Mouse GTF file were quantified as gene level counts. The Ensembl version 100 GTF file was used for the initial analysis, and the Ensembl version 104 GTF File was used for later analyses. Following the merging of overlapping exons, length normalized abundance estimates, Fragments per Kilobase-Million (FPKM), were calculated from gene level counts using the total length of all known exons for a given gene.

Samples were partitioned for Trimmed Median of Means (TMM) scaling [41,42] and differential expression analyses were performed based on the objective of a particular contrast.

The edgeR statistical package (version 3.30.3) was used to estimate the magnitude and statistical significance of differential gene expression, with robust dispersion estimates [41,42]. For the initial analysis, edgeR’s “Quasi-Likelihood F-Test (QLF-Test) was used for differential expression analysis. It was later determined that in certain cases, the QLF-Test may be overly conservative for data derived from this experiment, thus edgeR’s “exact test” was used for the subsequent analysis. As significant effort had been applied to the interpretation of the initial study results, and DEG detected by the QLF-Test are usually also captured by the exact test, reanalysis of the initial study was considered unnecessary. Genes with at least 10 mapped reads in at least three samples were considered to have “detectable” levels of expression. Genes failing “detectable” criteria were removed using edgeR’s “filterByExpr” function [43], prior to running statistical tests. Biologically significant differentially expressed genes (DEGs) were characterized as genes exhibiting a statistically significant difference in expression using edgeR’s default method to adjust for False Discovery Rate (FDR ≤ 0.05); a difference in expression level greater than 2 FPKM between PCS conditions, Fold Change (FC) greater than 2 in either the positive or negative direction and expressed at a level greater than 2 FPKM as previously used [44].

### 2.5. Pathway Analyses

iPathwayGuide (Advaita Bioinformatics, Plymouth, MI, USA) pathway analysis was performed on all statistically significant DEGs defined as those exhibiting a fold change ≥ |2| and FDR ≤ 0.05. iPathwayGuide uses Impact Analysis, which considers the directed interactions of DEGs within a pathway (as defined by the Kyoto Encyclopedia of Genes and Genomes, KEGG [45], Release 96.0 + 11–21, Nov 20) and if more pathway participants are observed in the DEG list than would be estimated by chance [46,47,48]. Gene ontology comparisons were made against the 14 October 2020 release of the Gene Ontology Consortium database [49].

### 2.6. Lens Dissections, Culture and RNA Extractions

Mouse lenses were dissected from the eye after mouse sacrifice using sterile forceps. The lens capsule was removed from the lens then suspension cultured in Medium 199 (ThermoFisher Scientific, Waltham, MA, USA) with 1% penicillin-streptomycin for 6 h or immediately placed into 600 µL of Trizol (two lens capsules/biological replicate; ThermoFisher Scientific, Waltham, MA, USA) and stored at −20 °C. After 6 h of culture, the explants were also placed in Trizol (2 capsules per biological replicate) and stored at −20 °C. Crude RNA was isolated following manufacturer methods and was further purified using the RNA Clean & Concentrator^TM^-5 kit (ZYMO Research, Irvine, CA, USA). Isolated RNA was stored in −80 °C until use.

### 2.7. cDNA Synthesis and Quantitative RT-PCR

cDNA was synthesized from lens cell RNA using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA and used for real-time quantitative PCR (qRT-PCR) conducted using the Power SYBR Green kit (Invitrogen Life Technology, Carlsbad, CA, USA) using the gene-specific primers shown in Supplementary Table S1. Three biological replicates were analyzed with 2 technical replicates each for each experimental condition and fold-change calculated using the ΔΔCT-method with GAPDH as the housekeeping gene. Statistical significance was determined using a Student’s two sample *t*-test.

### 2.8. Immunofluorescence and Confocal Imaging

Quantitative immunofluorescence was conducted to determine protein level expression in ocular tissue as previously described [50,51]. Briefly, eyes were placed in Optimum Cutting Temperature (OCT) Media (Tissue Tek, Torrance, CA, USA) following harvest and stored at −80 °C. The frozen blocks were then sectioned at 16µm using the Leica CM3050 cryostat (Leica Microsystems, Buffalo Grove, IL, USA) and placed on Color Frost plus microscope slides (Fisher Scientific, Hampton, NH, USA). Slides were fixed under conditions chosen to best optimize staining for the antibody of interest (Supplementary Table S2). Following fixation, blocking buffer optimized for each antibody (100 µL) was applied to each slide for 1 h at room temperature in a humid chamber (see Supplementary Table S2). Immediately afterwards, the primary antibody diluted in blocking buffer is applied and incubated for either 1 h at room temperature or overnight in 4 °C depending on the antibody (Supplementary Table S2). After primary antibody incubation, slides were washed three times in 1XPBS for 5 min, then the species appropriate Alexa Fluor 488/568 (ThermoFisher Scientific, Waltham, MA, USA) conjugated secondary antibody (if needed) is used at a 1:200 dilution in blocking solution which includes a 1:2000 dilution of Draq-5 (ThermoFisher Scientific, Waltham, MA, USA) to stain DNA and incubated for 1 h at room temperature. After washing, samples were wet mounted in a glycerol based antifade and cover slipped prior to imaging.

During confocal imaging, the negative control was used to measure minimum laser threshold levels to subtract from other experimental images [50,51], in order, to set a baseline, which removes low levels of non-specific binding caused by the secondary antibody. Each immunofluorescence staining experiment was performed with a minimum of three biological replicates. Imaging of the lens capsule and associated lens cells was performed on either a Zeiss LSM780 or Zeiss LSM880 confocal microscope (Carl Zeiss Inc., Gottingen, Germany). The confocal imaging of all slides in the same experiment were imaged the same day using the same imaging parameters to allow direct comparison of experimental conditions and reduce variability [51]. For some figures, brightness and contrast were adjusted post confocal acquisition for optimum viewing on various platforms, but in all cases identical adjustments were on images to be directly compared.

### 2.9. ImageJ Quantification and Statistical Analysis

Immunofluorescence intensities were quantified on a minimum of three independent biological replicates as previously described (Shihan et al., 2021a). All statistics were performed using either a Student’s *t*-test (correct for multiple comparisons using the Holm-Šídák method) or one-way ANOVA with Tukey’s post hoc test. Data are presented as mean ± standard error (SE) with statistical differences considered significant when *p* ≤ 0.05.

## 3. Results

Lens epithelial cells of both mice and humans drastically upregulate the expression of numerous inflammatory mediators and fibrotic marker genes by 24 h post cataract surgery (PCS) [18,52]. However, the mechanisms by which lens fiber cell removal drives this transcriptomic shift were unknown. As the earliest change we have observed in lens-derived cells (LCs) post fiber cell removal is the initial upregulation of inflammatory mediators at 6 h PCS [18], we conducted an unbiased RNAseq analysis on wild type mice at 6 h PCS to elucidate potential mechanisms regulating this process. 

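The RNAseq compared wild type LECs, left attached to the lens capsule, at 0 h PCS and at 6 h PCS. Each time point had 3 libraries, and each library came from a pool of 5 capsules. The sample labels give the mice an age of 2 months, while the paper's methods give 3 to 5 months. According to the labels, one eye of a mouse was operated first and the other eye 6 h later, and both capsules were taken at sacrifice. Capsules of the 0 h and the 6 h pools can therefore come from the same mice, but the labels do not say which pools share mice, and the methods describe each pool as independent animals. The pools were treated as unpaired here. The labels also name a version of the SMARTer Stranded Pico kit that the paper's text does not give. The authors aligned the paired reads of 101 nt to the mouse genome build GRCm38 with Hisat2 and counted read pairs per Ensembl gene with HTSeq in union mode. The values they deposited are these counts, without normalization. Between 20253239 and 24701039 read pairs were counted on genes per library at 0 h PCS (median 21318621), and between 18039974 and 22496116 at 6 h PCS (median 18949474). The most abundant gene took 14.8% to 17.6% of the gene counts at 0 h PCS and 17.0% to 23.3% at 6 h PCS. Starting from these counts, the groups were compared with edgeR 4.0.16, using its quasi-likelihood test in the form of the earlier edgeR version that the methods name, robust dispersion estimates and TMM normalization. The TMM factors lay between 1.09 and 1.15 at 0 h PCS and between 0.827 and 0.990 at 6 h PCS. Levels are given as TMM-normalized CPM, the count of a gene per 1000000 counts, or as FPKM, with the SD over the 3 libraries of a group. FPKM levels carry no TMM factor, while log2 fold changes do unless another scale is named. The ratio of 2 FPKM means can therefore differ from the log2 fold change printed beside it. A permutation test of 3 libraries against 3 cannot give a two-sided p below 0.10, so p-values for single genes are given from the edgeR model fitted across all genes. The counts come from PCR-amplified libraries without molecular identifiers, so the limits given for counts of 0 cover counting error only.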

The raw and processed data for this analysis is deposited in the Gene expression omnibus database under accession number GSE206563.

### 3.1. Lens Epithelial Cells Upregulate the Expression of Numerous Pro-Inflammatory Cytokines by 6 h PCS, but Do Not Yet Upregulate the Expression of Fibrotic Markers

RNAseq revealed that the normal adult mouse epithelium expresses mRNAs encoded by 17,981 genes while 913 genes were differentially expressed at 6 h PCS by at least two fold at a false discovery rate (FDR) corrected *p* value ≤ 0.05. 

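In the counts of the 6 libraries, 16810 genes passed the low-count filter of edgeR and were taken as detectable. With the filter as the methods word it, at least 10 counts in at least 3 samples, 16959 genes were detectable. Between 0 h and 6 h PCS, 900 of the 16810 genes were DEGs at an FDR of at most 0.05 and a fold change above 2, of which 762 were upregulated and 138 downregulated. In each of the 900 DEGs, the 3 libraries of one time point all lay above the 3 of the other. Among all 16810 genes, 30.6% were separated in this way, where chance gives 10%. The choice that moved the number most was a test against a fold change of 2 (glmTreat), which left 221 DEGs. With each library left out in turn, between 553 and 877 genes were DEGs, with the lowest number without 0 h replicate 1.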

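FPKM values were computed from the total gene counts of each library and the exon lengths of Supplementary Table S3. Of the 900 DEGs, 41 had no exon length in the part of that table that was analysed and could not be filtered. The filter for biological significance, a mean above 2 FPKM at either time point and a change above 2 FPKM, kept 600 DEGs, of which 528 were upregulated and 72 downregulated. With FPKM computed on the TMM effective library sizes, 620 DEGs passed, 565 upregulated and 55 downregulated. The balance between the directions depended on the scaling of the libraries. Scaled on library size alone, 572 DEGs were upregulated and 627 downregulated, and the median log2 fold change over all tested genes was −0.32, whereas it was close to 0 with TMM factors. Up- and downregulation below are relative to the TMM scale. The largest decreases among the biologically significant DEGs were in G0s2 (log2 fold change −3.14, standard error 0.725), Gm11745 (−2.82, standard error 0.752), Arrdc2 (−2.57, standard error 0.428), Hif3a (−2.51, standard error 0.284) and Ppcs (−2.45, standard error 0.436). Arrdc2 and Hif3a were DEGs in all 6 fits that left out one library, Ppcs in 5, G0s2 in 1 and Gm11745 in 0.

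**Figure D1:**
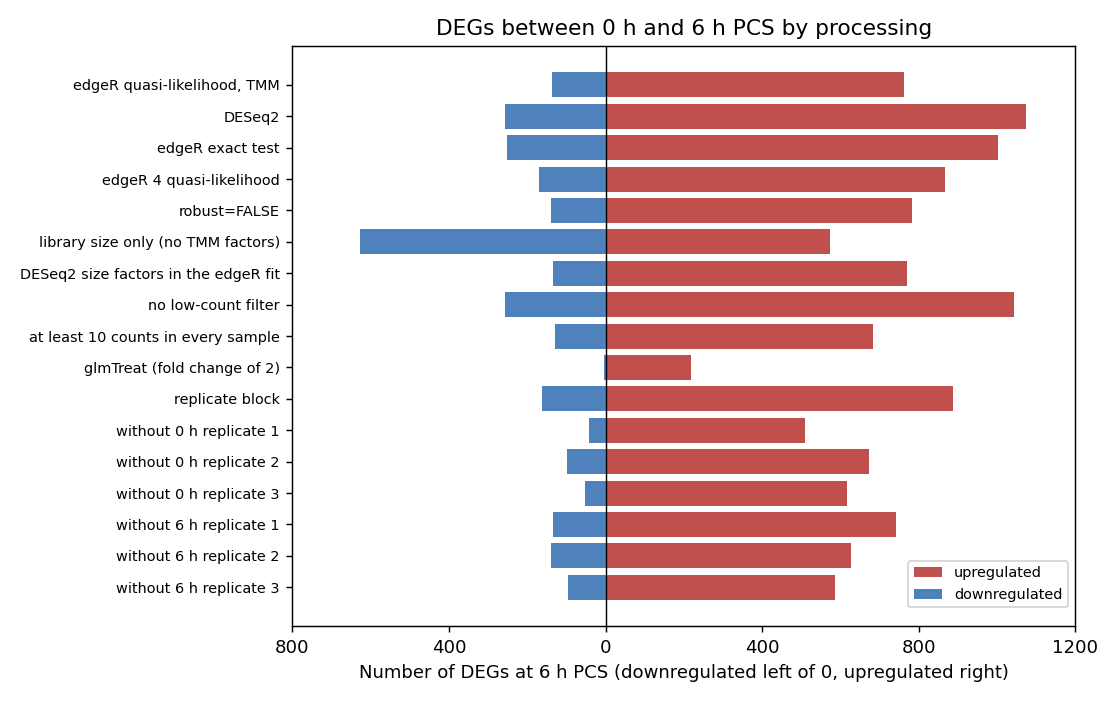
Number of DEGs between 0 h and 6 h PCS under each processing, with upregulated genes to the right of 0 and downregulated genes to the left. Scaling on library size alone gives 627 downregulated DEGs against 138 with TMM factors.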

Filtering these differentially expressed genes (DEGs) for their likelihood to effect cellular biology (“biologically significant” genes exhibit a minimum expression level of 2 FPKM in either condition and at least a 2 Fragments per Kilobase-Million (FPKM) absolute change in expression level [44]), as previously described, revealed 615 DEGs with 547 DEGs being upregulated and 68 DEGs being downregulated (Figure 1A, see Supplementary Table S3).

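The bar graph of Figure 1C lists 20 cytokine and cytokine receptor genes, which the study picked from these same libraries. Of the 20 genes, 14 passed the low-count filter, and 11 of the 14 were upregulated DEGs over all genes tested. All 14 were DEGs when adjusted over the list alone, which is not independent evidence for a list chosen on these data. In all 14 genes the 3 libraries at 6 h PCS lay above the 3 at 0 h PCS. The median log2 fold change of the 14 was 4.30, or 3.72 with the 3 genes that had no count at 0 h PCS set to their lower bound. Csf1 (chromosome 3, 107741048 to 107760469) rose from 20.4 ± 4.45 CPM to 128 ± 14.7 CPM (SD, n = 3), a log2 fold change of 2.65 (standard error 0.189, adjusted p = 0.000115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lif (chromosome 11, 4257568 to 4272514) rose from 5.86 ± 1.04 CPM to 155 ± 85.5 CPM (SD, n = 3), a log2 fold change of 4.73 (standard error 0.527, adjusted p = 0.00516 from the same edgeR test). Tnf had no count in any library at 0 h PCS and 1.51 ± 0.801 CPM (SD, n = 3) at 6 h PCS, which was at least 12.3-fold higher. Of the wider set of tested genes whose symbols, by a rule fixed before the data were examined, mark them as cytokines or their receptors, 69 had a name at hand, and those names lean towards changed genes. Of the 69, 20 were upregulated DEGs and 0 were downregulated. Without 0 h replicate 1 there were 12 DEGs. The count was 26 when adjusted over the list alone.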

Advaita iPathway Guide analysis of the DEGs detected in lens epithelial cells (LECs) at 6 h PCS revealed that, like at 24 h PCS [18], the “cytokine-cytokine receptor interaction” pathway was the most impacted with a *p*-value of 1.120 × 10^−8^ (Figure 1B). Of the 615 biologically significant DEGs, the top most upregulated gene at 6 h PCS was Il19, which is implicated in the inflammatory response [53] (Figure 1A, Table 1) while the mRNA for Ptgs2 which encodes the cyclooxygenase Cox2 was upregulated 37 fold and Csf3 was upregulated 233 fold (Table 1) consistent with our prior observation that both Cox2 and Csf3 were upregulated at the protein level in LECs by 6 h PCS [18].

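Il19 (ENSMUSG00000016524, chromosome 1 of GRCm38, 130932656 to 130945457) had no count in any of the 3 libraries at 0 h PCS and 3.34 ± 2.21 FPKM (SD, n = 3) at 6 h PCS. Since a count of 0 allows up to 3 counts, its level was at least 33.8-fold higher at 6 h PCS (adjusted p = 0.00336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krtap4-16 and the small RNA gene Gm22518 also had no count at 0 h PCS, and their levels were at least 19.3-fold and 9.09-fold higher at 6 h PCS. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108234) rose from 0.647 ± 0.293 to 20.9 ± 8.98 FPKM (SD, n = 3), a log2 fold change of 5.31 (standard error 0.487, adjusted p = 0.00167 from the same edgeR test). It was a DEG in all 6 fits that each left out one library, with log2 fold changes between 5.04 and 5.75. Csf3 (ENSMUSG00000038067, chromosome 11, 98700183 to 98703631) rose from 0.0955 ± 0.165 to 21.3 ± 15.1 FPKM (SD, n = 3), a log2 fold change of 7.87 (standard error 1.18, adjusted p = 0.0178 from the same edgeR test). All of the 0 h counts of Csf3 came from 0 h replicate 2, so no fold change is given without that library, and over the other 5 fits without one library its log2 fold change lay between 7.33 and 8.28. Csf3 was a DEG in 3 of the 6 fits and not without 0 h replicate 1, 0 h replicate 3 or 6 h replicate 3.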

In addition, the DEGs detected at 6 h PCS were significantly enriched in those mapping to pathways necessary for posterior capsular opacification (PCO) pathogenesis including those involved in “epithelial cell migration” (*p*-value = 9600 × 10^−5^) and “epithelial to mesenchymal transition” (*p*-value = 0.003) (Figure 1D,E). Despite this, fibrotic marker mRNAs commonly associated with fibrotic PCO pathogenesis are not significantly upregulated in LECs by 6 h PCS (Table 2) which suggests that LECs induce inflammatory responses prior to fibrotic responses after lens injury.

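Of the 20 genes in the migration bar graph, 18 passed the low-count filter, and all 18 were upregulated DEGs with log2 fold changes between 1.88 and 5.63. Of the 15 genes in the bar graph for epithelial to mesenchymal transition, 14 passed the filter, 13 were upregulated DEGs and 1, Msx2, was a downregulated DEG. With library size scaling in place of TMM, 8 of these 14 genes were DEGs. Both lists were picked by the study from the same libraries. Sox9 (chromosome 11, 112782210 to 112787757) rose from 31.4 ± 12.9 FPKM to 171.7 ± 45.7 FPKM (SD, n = 3), a log2 fold change of 2.75 (standard error 0.317, adjusted p = 0.00187 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Msx2 (chromosome 13, 53466881 to 53472780) fell from 3.76 ± 1.09 to 0.937 ± 0.119 FPKM (SD, n = 3), a log2 fold change of −1.67 (standard error 0.304, adjusted p = 0.00937 from the same edgeR test). Tgfb2 (chromosome 1, 186622787 to 186709697) rose from 91.5 ± 10.3 to 155.7 ± 23.1 FPKM (SD, n = 3), levels without TMM factors. With TMM factors its log2 fold change was 1.09 (standard error 0.157, adjusted p = 0.0029 from the same edgeR test). It did not pass the fold limit without 6 h replicate 3 or with library size scaling, where its log2 fold change was 0.77.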

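Of the 7 fibrotic markers in Table 2, 6 were analysed here, and 0 of the 6 were DEGs. Vtn was not analysed here. With no low-count filter, 1 of the 6, Tnc, became a DEG. Its log2 fold change was 1.06 in that fit, close to that of the main fit. The call thus came from a lower adjusted p (0.0222 from edgeR's quasi-likelihood test without the filter) and not from a larger change. Col1a1 (chromosome 11, 94936224 to 94953042) had 9.06 ± 4.84 CPM at 0 h PCS and 52.6 ± 57.6 CPM at 6 h PCS (SD, n = 3), a log2 fold change of 2.54 (standard error 1.22, adjusted p = 0.308 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its 3 libraries at 6 h PCS differed more from each other than the means of the time points did, with 3.96, 37.7 and 116 CPM, and without 6 h replicate 3 its log2 fold change was 1.21. Acta2 (chromosome 19, 34240336 to 34255585) had a log2 fold change of 0.57 (standard error 0.594, adjusted p = 0.632 from the same edgeR test), which became −0.20 without 6 h replicate 3. Tnc (chromosome 4, 63959785 to 64047015) rose in all 3 libraries at 6 h PCS above those at 0 h PCS, from 4.51 ± 2.20 to 9.55 ± 3.06 CPM (SD, n = 3), but its log2 fold change of 1.08 (standard error 0.411, adjusted p = 0.147 from the same edgeR test) did not pass the FDR limit. Fn1 (chromosome 1, 71585473 to 71653280) was at 29.2 ± 7.28 and 28.4 ± 5.13 CPM (SD, n = 3), a difference within the replicate error. From the absence of significant upregulation in these markers, the paper proposes that LECs mount inflammatory responses before fibrotic ones.

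**Figure D2:**
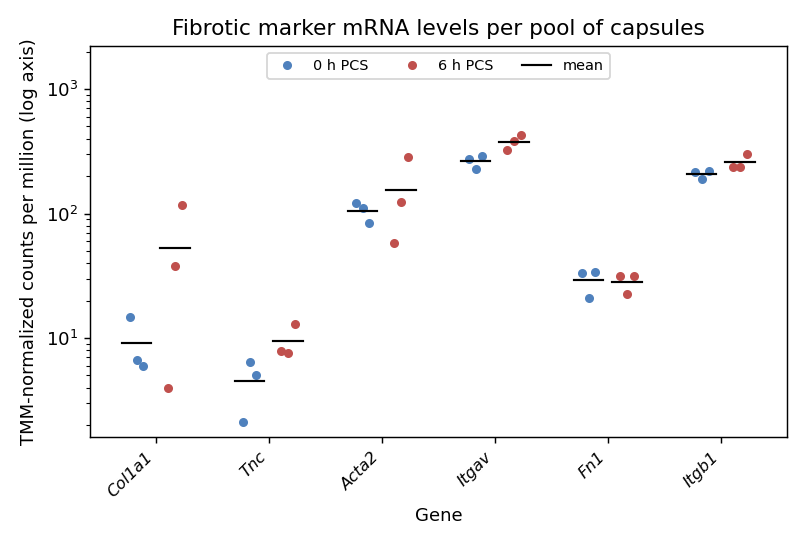
TMM-normalized CPM of the 6 fibrotic markers analysed, on a log axis, with one point per pool of capsules and a line at the mean of the 3 pools at 0 h PCS and at 6 h PCS. The 3 pools at 6 h PCS lie far apart for Col1a1 and Acta2 and close together for Fn1.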

While these data revealed that numerous genes were rapidly upregulated PCS, the mechanisms driving this upregulation were unclear. Notably, Advaita iPathway guide Impact analysis of the DEGs in LECs 6 h after lens fiber cell removal revealed that genes involved in Mitogen activated kinase (MAPK) pathways were enriched in this gene set (Figure 2A; *p*-value = 1.165 × 10^−6^). 

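The bar graph of Figure 2A lists 20 MAPK genes, and 19 of them were upregulated DEGs, while in all 20 the libraries at 6 h PCS lay above those at 0 h PCS. The gene that did not pass was Il1r1, and the study picked the list from these libraries. Flnc (chromosome 6, 29433153 to 29461889) rose from 134 ± 68.0 CPM to 1726 ± 386 CPM (SD, n = 3), a log2 fold change of 3.69 (standard error 0.412, adjusted p = 0.00283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dusp5, which encodes a phosphatase that acts on ERK (chromosome 19, 53529145 to 53541809), rose from 50.8 ± 28.9 CPM to 442 ± 36.3 CPM (SD, n = 3), a log2 fold change of 3.12 (standard error 0.403, adjusted p = 0.00555 from the same edgeR test). Both were DEGs in all 6 fits that each left out one library. Among the 46 tested genes with a name at hand whose symbols mark them as MAPK pathway members or regulators, by a rule fixed before the data were examined but on names that lean towards changed genes, 18 were upregulated DEGs and 3, Dusp12, Dusp15 and Map3k21, were downregulated DEGs, a total of 21, and 24 were DEGs when adjusted over the list alone.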

Immunostaining of LECs for phosphorylated ERK1/2 (pERK1/2) revealed that nuclear pERK1/2 levels were sharply elevated at 1 h PCS, decrease by 3 h PCS, then begin to increase again to variable extents by 6 h PCS (Figure 2B–D).

### 3.2. Many Immediate Early Transcription Factors Are Upregulated in LECs by 6 h PCS

The changes in the LEC transcriptome at 6 h PCS revealed that LECs rapidly induce the expression of many genes after lens fiber cell removal, however, it was less clear how these changes in RNA levels are regulated. Interestingly, FosB, a member of AP1 family of transcription factors, was one of the most induced and abundantly expressed upregulated genes (130 fold change; FPKM = 198) in LECs at 6 h PCS (Table 1). 

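Fosb (ENSMUSG00000003545) lies on chromosome 7 of GRCm38 from 19302696 to 19310118. Its level rose from 1.90 ± 1.29 FPKM at 0 h PCS to 198.1 ± 80.7 FPKM at 6 h PCS (SD, n = 3), a log2 fold change of 7.03 (standard error 0.909, adjusted p = 0.0143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The increase was far larger than the spread between the pools of either time point. Fosb was a DEG in 4 of the 6 fits that each left out one library, with log2 fold changes between 6.56 and 7.56, and it was not called without 0 h replicate 3 (adjusted p = 0.055 from the same edgeR test) or without 6 h replicate 1 (adjusted p = 0.0508).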

FosB is also recognized to be an immediate early transcription factor (IETF) as its expression is often rapidly induced by cell signaling cascades such as MAPK [54,55]. Notably, comparison between the list of genes differentially expressed in LECs at 0 versus 6 h PCS with a list of IETFs identified in other studies [56,57], revealed that the expression of 27 different IETFs are induced by LECs at 6 h after lens fiber cell removal (Table 3).

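Table 3 shows 14 IETFs, and in all 14 the 3 libraries at 6 h PCS lay above the 3 at 0 h PCS, with log2 fold changes between 2.93 and 7.03. Of the 14, 11 were DEGs over all genes tested, while all 14 were DEGs when adjusted over the list alone, which is not independent evidence because the study picked the list from these libraries. Ier5 (chromosome 1, 155096367 to 155099636) rose from 5.54 ± 0.916 FPKM to 55.8 ± 15.7 FPKM (SD, n = 3), a log2 fold change of 3.62 (standard error 0.205, adjusted p = 3.55e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Egr1, Atf3 and Egr2 had log2 fold changes of 3.60, 3.35 and 2.93 but adjusted p-values of 0.0602, 0.0616 and 0.0651 from the same edgeR test, so they were not called. Each of the 3 varied widely between the libraries at 0 h PCS. Among the 41 tested genes with a name at hand whose symbols place them in the IETF families, by a rule fixed before the data were examined but on names that lean towards changed genes, 26 were upregulated DEGs and 1, Klf15, was a downregulated DEG. Without 6 h replicate 3 there were 16 DEGs among them. The number of DEGs was 33 when adjusted over the list alone.

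**Figure D3:**
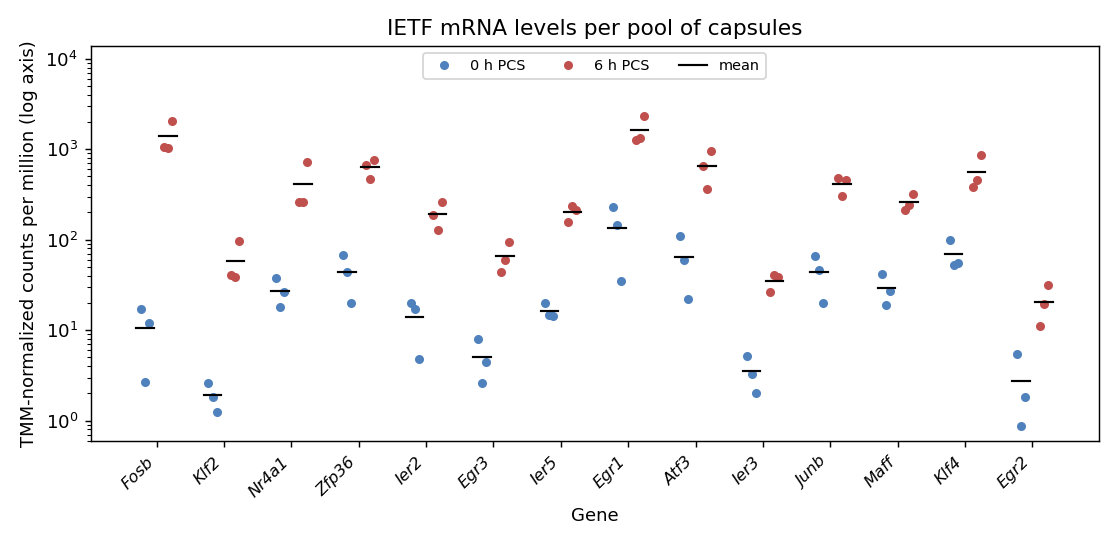
TMM-normalized CPM of the 14 IETFs of Table 3, on a log axis, with one point per pool of capsules and a line at the mean of the 3 pools at 0 h PCS and at 6 h PCS. For each of the 14 genes, all 3 pools at 6 h PCS lie above all 3 pools at 0 h PCS.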

### 3.3. IETF MRNA and Protein Levels Acutely Upregulate in LECs at 6 h PCS then Rapidly Fall

We have compiled a database of global gene expression changes occurring in LECs between 0–120 h PCS as measured by bulk RNAseq (lens injury response time series/LIRTS, unpublished) and used this to discover the dynamics of IETF expression in LECs from 0–120 h PCS. This revealed that the mRNA levels of these genes are typically highly induced at 6 h PCS, then sharply downregulate by 24 h PCS (Figure 3). As IETFs have the potential to be mediating the LEC wound healing response, we then validated whether a select set of the IETFs whose mRNA levels upregulate in injured mouse lenses in vivo are also upregulated at the protein level. This analysis revealed that the protein levels of FosB, Egr1, Fos (cFos), JunB and Jun (cJun) all upregulate robustly and significantly in LECs by 6 h PCS, and then begin to downregulate over the next 5 days (Figure 4). Next, we attempted to understand whether this rapid induction of IETF expression in LECs PCS was driven by a cell autonomous LEC response or was triggered by something in the ocular environment. Lenses were dissected, and the lens capsule with attached LECs was either immediately frozen or placed into culture in serum free media for six hours. qRT-PCR analysis of these samples revealed that both FosB and Egr1 mRNA levels upregulate in LECs after 6 h of culture (Figure 5) demonstrating that IETF induction by LECs following injury can occur in the absence of signals from other ocular structures.

### 3.4. Removal of the Gene Encoding the IETF Egr1 from the Lens Only Has a Minor Impact on Lens Phenotype

While IETF expression acutely upregulates in LECs at both the RNA and protein levels PCS, their role in the lens injury response was unknown. 

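The Egr1 gene (ENSMUSG00000038418) lies on chromosome 18 from 34861207 to 34864956. At 6 h PCS its mRNA was at 328.5 ± 115 FPKM (SD, n = 3), the highest mean of the 14 IETFs in Table 3, followed by Atf3 with 268.7 ± 113 FPKM (SD, n = 3). The difference between these means is smaller than the SD of either gene. Outside Table 3, Jund was at 751 ± 103 FPKM and Fos at 503 ± 170 FPKM (SD, n = 3). Jund rose by a log2 fold change of 2.52 (standard error 0.170, adjusted p = 9.21e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fos rose by 3.72 (standard error 0.798, adjusted p = 0.0599 from the same edgeR test) and was not called.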

Notably, Egr1, the most abundantly expressed IETF at the mRNA level (Table 3) which also upregulates at the protein level at 6 h PCS (Figure 4), is a negative regulator of myopia [58] whose expression upregulates in the lens following selenite stress [59] as well as Hsf4 [60] and β1-integrin gene deletion [61]. While the functional importance of Egr1 in the wild type lens is unclear, removal of the Egr1 gene from β1-integrin conditional knockout lenses partially rescued their fibrotic/apoptotic phenotype [61]. Thus, we investigated the possible function of Egr1 in the LEC injury response using Egr1 knockout (Egr1KO) mice [29].

We first confirmed that Egr1KO mice did not express the Egr1 protein (and validated the Egr1 antibody used in this study) by quantitative immunofluorescence (Supplementary Figure S1). Morphologically, adult Egr1KO lenses were the same size as those from their wildtype littermates, but exhibited subtle refractive abnormalities and focal opacities. Hematoxylin and eosin (H&E) staining suggest that Egr1KO lenses are phenotypically similar to wildtype although they may have a slight disorganization of their transition zone (Supplementary Figure S1) suggesting that Egr1 may play a role in regulating adult lens structure.

### 3.5. Egr1 May Mediate a Portion of the Injury Response of LECs PCS

To investigate the role of Egr1 on the inflammatory and fibrotic response of LECs PCS, we first conducted a candidate gene approach. As previously described [18], we found that Cxcl1, Cox2 and S100a9 protein expression are all upregulated in wild type LECs at 24 h PCS while the upregulation of Cxcl1 and Cox2 was attenuated in Egr1KO mice. However, it appears that the inflammatory response is not globally attenuated as S100a9 expression upregulated normally in Egr1KO LECs at 24 h PCS (Figure 6A,C). Further protein levels for the fibrotic markers Gremlin1 and Tenascin C upregulate in wildtype LECs by 48 h PCS as previously reported [11,62] and this upregulation was not affected in Egr1KO LECs (Figure 6B,C) even though Egr1 has been reported to regulate the fibrotic response in other systems [63].

### 3.6. Deletion of the IETF Egr1 Only Slightly Affects the Transcriptome of Uninjured LECs but Altered a Portion of the Acute LEC Injury Response

As the function of Egr1 in the adult lens was still obscure following phenotypic and candidate gene investigations, RNAseq was then performed on wildtype and Egr1KO LECs isolated either immediately after lens fiber cell removal surgery or 6 h PCS, a time when Egr1 levels are robustly elevated at both the mRNA and protein levels (Figure 3 and Figure 4).

Comparison of wild type and Egr1KO LECs isolated immediately after lens fiber cell removal revealed that only 59 genes were differentially expressed by at least two-fold (FDR corrected *p* value ≤ 0.05), with 13 of these genes being upregulated and 46 being downregulated in Egr1KO LECs. Advaita iPathway guide analysis of the DEGs did not reveal any significantly impacted pathways common between the genes, although, 28 of the DEGs did map to the gene ontology term “cellular response to stimulus” (FDR corrected *p* = 0.04). These include the reduced expression of several genes encoding known regulators or targets of the MAPK pathway including Dusp5, Dusp10, Socs3, Arc, Ier5, Mt2 in naïve Egr1KO LECs (Supplementary Table S4; data deposited in the gene expression omnibus under #GSE206574).

Comparison between the transcriptomes of Egr1KO and wildtype LECs at 6 h PCS revealed 115 genes to be significantly differentially expressed by at least two fold (FDR corrected *p* value ≤ 0.05), with 72 of these genes being upregulated and 43 being downregulated DEGs. Filtering these DEGs for expression changes likely to be biologically significant [44], revealed 73 DEGs with 52 DEGs being upregulated and 21 DEGs downregulated in Egr1KO LECs at 6 h PCS compared to wild type (Supplementary Table S5/GEO#GSE206574). The most upregulated and downregulated genes in Egr1KO LECs at 6 h PCS can be found in Table 4 and Table 5, respectively.

### 3.7. Egr1KO LECs Upregulate Zonule Associated Genes upon Lens Injury

Inspection of the DEGs in Egr1KO LECs at 6 h PCS revealed that the mRNA levels of fibrillin 1 and fibrillin 2, two components of the ciliary zonule that maintains the position of the lens within the eye [64,65], were upregulated compared to wild type LECs at 6 h PCS. In order to evaluate Egr1’s involvement in zonular homeostasis, we compared the set of genes differentially expressed between wildtype and Egr1KO LECs to a set of 91 human proteins that proteomic analysis indicates to be the primary constituents of zonular fibers [65]. We observed 5 mouse homologs of human zonular genes with biologically significant and elevated differential expression at six hours PCS in Egr1KO LECs compared to WT (Table 6). This suggests that acute elevation of Egr1 levels apparently represses injury-associated elevation of zonule gene expression in LECs.

Advaita iPathway analysis of the DEGs in Egr1KO LECs at 6H revealed that the “antigen processing and presentation” pathway (*p*-value = 4.147 × 10^−6^) was the pathway most impacted by Egr1 gene deletion. In addition, genes mapping to the “cytokine-cytokine receptor interaction” (*p*-value = 0.003), “cell adhesion molecule” (*p*-value = 0.003) and ECM receptor interaction (*p*-value = 0.045) gene ontology terms were enriched in the Egr1KO 6H DEGs (Figure 7).

### 3.8. Generation, Validation and Morphological Analysis of FosB Conditional Knock Out Mice

After the investigation of the Egr1KO LEC injury phenotype, the role of IETFs in regulating the response of LECs to lens fiber cell removal was still obscure. Thus, we investigated the role of FosB in the acute response of LECs to lens injury as it was one of the most upregulated genes (Table 1) and most upregulated IETFs (Table 3) at 6 h PCS. As FosB null mice exhibit nurturing defects [66], we generated mice lacking a functional FosB gene just in the lens (FosBcKO) by breeding a mouse carrying a floxed FosB allele [30] to a mouse containing the MLR10 lens specific cre recombinase transgene [31] (Figure 8A). The complete deletion of the floxed region of the FosB gene was validated by PCR analysis of DNA from mouse lens (Figure 8B) and further confirmation was validated at the protein level via immunofluorescence (Figure 8C,D). FosBcKO lens were the same size as the WT lens (Figure 8F), but similar to the Egr1KO lens, exhibit focal opacities visible by both brightfield and darkfield imaging (Figure 8E). Hematoxylin and eosin (H&E) staining demonstrated that FosBcKO lenses and WT lenses are histologically similar but FosBcKO appear to have a slight disorganization of the transition zone (Figure 8E).

### 3.9. Acute FosB Elevation PCS May Regulate a Portion of Both the Inflammatory and Fibrotic Responses Post Cataract Surgery

To investigate the role of FosB on the inflammatory response PCS, we first conducted a candidate gene approach based upon the top upregulated and expressed inflammatory cytokines found in [18]. This analysis revealed that Cox2 expression was significantly downregulated in FosBcKO mice at 24 h PCS although Cxcl1 levels were not significantly affected (Figure 9). At 72 h PCS, a time point where fibrotic markers upregulate robustly in injured LECs, FosBcKO LECs exhibit much less Tenascin C upregulation than normal although levels of the fibrotic marker of Gremlin1 was similar between FosBcKO and wild type LECs (Figure 10).

### 3.10. Acute FosB Upregulation PCS Regulates Many Genes in Injured LECs

To further investigate the role of FosB in naïve LECs and the LEC injury response, RNAseq was conducted on LECs isolated from wild type and FosBcKO mice at 0 h and 6 h PCS. Notably, uninjured FosBcKO LECs only expressed 43 genes at levels statistically different from wild type, only 25 of which met the biological significant criteria of [44]) showing that the naïve lens transcriptome is only minimally impacted by the absence of FosB (Supplementary Table S6/GEO#GSE206574). However, comparison between FosBcKO and wildtype LECs at 6 h PCS revealed 874 genes to be differentially expressed, 589 meeting the biological significance criteria of [44], 485 DEGs being upregulated and 104 downregulated in FosBcKO LECs (Supplementary Table S7/GEO#GSE206574). The top most upregulated and downregulated genes in this comparison are presented in Table 7 and Table 8.

Several DEGs at 6 h PCS with higher expression in FosBcKO LECs compared to wildtype appeared to be associated with zonule formation. As a result, a list of zonules genes from a previous study [65] were used as a filter and revealed that FosBcKO LECs upregulate the expression of zonule genes upon lens injury and at 6 h PCS, this resulted in their elevated expression compared to wildtype (Table 9).

Advaita iPathway analysis revealed that the lack of FosB in LECs compared to WT LECs causes the “cytokine-cytokine receptor interaction” pathway (*p*-value = 1.655 × 10^−6^) to be the most upregulated signaling pathway (Figure 11). In addition, there is an upregulation of cell adhesion molecules (*p*-value = 7.754 × 10^−6^), ECM-receptor interaction (*p*-value = 4.252 × 10^−5^), and complement and coagulation cascades (*p*-value = 4.528 × 10^−5^) when there is the absence of FosB in the LECs PCS compared to WT LECs PCS.

## 4. Discussion

Extracapsular cataract extraction followed by intraocular lens implantation [3] is a marvel of modern medicine that has greatly reduced the worldwide burden of cataract-associated visual disability. While great methodological advances have improved the outcomes of this procedure over the past 50 years, post-surgical ocular inflammation [6] can still be problematic in the short term. Longer term, patients still have a significant risk of developing posterior capsular opacification (PCO) during the first decade following surgery [24]. Inflammation following cataract surgery is usually attributed to surgically induced breaks in the blood-aqueous barrier [25,26], and PCO is attributed to elevated TGFβ signaling [12,67] in lens epithelium cells retained on the lens capsular bag following surgery. However, the mechanisms by which cataract surgery induces these negative sequelae are still obscure.

Our prior work found that inflammation markers upregulate in LECs following lens fiber cell removal as early as 6 h post cataract surgery (PCS) with maximal upregulation by 24 h PCS [18] while it takes 48–72 h after surgery for TGFβ signaling leading to lens epithelial cell (LEC) fibrotic responses to elevate [18,36,62]. Here, we used RNAseq to globally evaluate the changes in LEC biology at 6 h PCS and identified a group of transcription factors that might be regulating the LEC injury response which contributes to ocular inflammation and PCO.

### 4.1. LECs Rapidly Induce the Expression of Pro-Inflammatory Cytokines after Lens Fiber Cell Removal but Fibrotic Responses Are More Delayed

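In the RNAseq at 6 h PCS, the cytokine gene Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019975) rose from 0.0719 ± 0.0778 FPKM at 0 h PCS to 8.55 ± 9.54 FPKM at 6 h PCS (SD, n = 3). The SD at 6 h PCS exceeds the mean, with 900 counts in 6 h replicate 3 against 117 and 187 in the other 2 libraries. The log2 fold change of Il6 was 7.22 (standard error 1.42, adjusted p = 0.0444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il6 was a DEG in 2 of the 6 fits that each left out one library, and its adjusted p reached 0.145 among them.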

Here, RNAseq confirmed that LECs upregulate the expression of numerous genes encoding pro-inflammatory cytokines by 6 h PCS, including Il19 [68], Csf3 [69], Il6 [70], and Ptgs2 [71], consistent with our prior study showing that select proinflammatory cytokines upregulate at the protein level by 6 h PCS [18]. As signaling from such cytokines can both loosen endothelial tight junctions and chemoattract neutrophils and macrophages to sites of tissue injury [72,73,74,75], this suggests that the LECs left on the lens capsular bag following cataract surgery may contribute to the loosening of the blood-aqueous barrier that leads to ocular inflammation (flare plus cells) [16] that is apparent by 24 h PCS.

Further, while remnant LECs still express most lens epithelial cell markers at pre-injury levels at 6 h PCS and did not upregulate mRNAs encoding classic fibrotic markers by this time, they already appear to have elevated the expression of numerous genes needed to set the stage for PCO pathogenesis. 

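The paper does not list its lens epithelial markers. Of 14 such genes chosen before the data were examined, 8 could be named and tested, and 1 of the 8 was a DEG. Pax6 (chromosome 2, 105668896 to 105698410) was at 573 ± 90.3 CPM at 0 h PCS and 402 ± 104 CPM at 6 h PCS (SD, n = 3), a log2 fold change of −0.51 (standard error 0.199, adjusted p = 0.156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Foxe3 (chromosome 4, 114924443 to 114926067) was at 86.9 ± 10.2 and 105.7 ± 6.16 CPM (SD, n = 3), a log2 fold change of 0.28 (standard error 0.135, adjusted p = 0.249 from the same edgeR test), which is −0.031 when the libraries are scaled on their size alone. Sox2 (chromosome 3, 34649995 to 34652461) fell in all 3 libraries at 6 h PCS, from 54.4 ± 3.69 to 33.5 ± 3.28 CPM (SD, n = 3), a log2 fold change of −0.70 (standard error 0.142, adjusted p = 0.0151 from the same edgeR test), which passes the FDR limit but not the fold limit. Epha2 (chromosome 4, 141301221 to 141329384) rose from 68.8 ± 20.5 to 159.4 ± 36.6 CPM (SD, n = 3), a log2 fold change of 1.21 (standard error 0.235, adjusted p = 0.0134 from the same edgeR test), and it was not a DEG without 0 h replicate 3. With library size scaling in place of TMM, Epha2 (log2 fold change 0.91) was no longer a DEG, Sox2 (−1.02) was a downregulated DEG, and Pax6 (−0.85) passed the FDR limit but not the fold limit.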

Particularly, the upregulated DEGs in LECs at 6 h PCS are enriched in those known to participate in epithelial-mesenchymal transition (EMT) and cell migration pathways which are important for PCO pathogenesis [76]. 

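In the 6 h RNAseq, Itgb8 and Itgav, which encode the subunits of the αVβ8-integrin, showed no DEG call. Itgb8 (chromosome 12, 119162803 to 119238276) was at 48.9 ± 5.89 CPM at 0 h PCS and 47.5 ± 13.6 CPM at 6 h PCS (SD, n = 3), a log2 fold change of −0.04 (standard error 0.202, adjusted p = 0.926 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed in 3 of the fits that left out one library. Itgav (chromosome 2, 83722303 to 83806917) was at 265 ± 31.4 and 376.5 ± 51.8 CPM (SD, n = 3), a log2 fold change of 0.51 (standard error 0.156, adjusted p = 0.0791 from the same edgeR test), with all 3 libraries at 6 h PCS above those at 0 h PCS.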

Notably, these genes are induced in LECs 1–2 days prior to upregulation of the αVβ8-integrin [11] expression needed to activate latent TGFβ and subsequent Smad2/3 phosphorylation which drives the long-term fibrotic response of LECs PCS. These data suggest that LECs are rapidly reprogrammed in response to lens injury/cataract surgery and this sets the stage for later TGFβ pathway mediated loss of lens epithelial marker gene expression and induction of the myofibroblast phenotype.

### 4.2. Mitogen Activated Protein Kinase Signaling and Immediate Early Transcription Factor Expression Are Rapidly Induced in LECs |Following| Lens Fiber Cell Removal

Bioinformatic analysis of the DEGs detected in LECs at 6 h PCS found that many genes map to the gene ontology term, mitogen activated protein kinase (MAPK) signaling. Further, direct inspection of the DEGs found that the expression of numerous immediate early transcription factors (IETFs), which are known to be the first genes whose expression is elevated by MAPK signaling in other systems [77,78], were elevated by 6 h PCS. We subsequently experimentally confirmed that these observations which suggests that the lens wound healing response is triggered by an event occurring during cataract surgery that leads to acute MAPK pathway activation and subsequent IETF expression. As isolated LEC/lens capsule complexes subjected to 6 h of ex vivo serum-free culture also induce the expression of IETFs, this response appears to be autonomous to LECs themselves.

While future work is needed to identify the trigger of MAPK signaling, there are several possibilities. Danger-associated molecular patterns (DAMPs) are intracellular proteins which are released upon cellular injury. They can bind to DAMP receptors (Toll-like receptors are the best characterized members of this class) which activates several downstream signaling pathways including MAPK [79]. 

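Toll-like receptors and the product of Ager sense damage-associated molecular patterns (DAMPs). Of their genes, 5 could be named and tested in the libraries at 0 h PCS, and 8 Toll-like receptors were not analysed here. Over the 16810 detectable genes, the median level at 0 h PCS was 9.10 CPM. The percentiles rank CPM, which is not corrected for gene length. Tlr4 was at 8.76 ± 1.06 CPM (SD, n = 3), which placed it at the 49.2 percentile of detectable genes. Tlr3 was at 4.57 ± 1.33 CPM (SD, n = 3) and the 37.9 percentile, and Ager at 3.55 ± 0.726 CPM (SD, n = 3) and the 33.8 percentile. Tlr7 had 0.736 ± 0.438 CPM and Tlr13 had 0.719 ± 0.826 CPM (SD, n = 3), at the 10.0 and 9.69 percentile. In the comparison with 6 h PCS, 0 of the 5 were DEGs, and without 6 h replicate 2 Tlr4 was a downregulated DEG with a log2 fold change of −1.65.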

While cataract surgery would be expected to release known DAMPs such as αA- and αB- crystallins [80] into the ocular environment, inspection of the LEC transcriptome for DAMP receptors suggested that this pathway may not be the acute trigger of the LEC injury response as their expression levels are low in naïve LECs. However, DAMP receptors may play a role in later LEC responses post-surgery as their expression elevates at later times PCS. Alternatively, the biomechanical stress placed on the remnant LECs during fiber cell removal could be the trigger. Biomechanical stress on the lens has been reported to acutely induce the expression of IETFs in LECs [81,82] and when the biomechanical stress is high or prolonged, anterior subcapsular cataract develops [83,84], which like PCO, often involves the EMT of LECs [85]. 

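In the 3 libraries at 0 h PCS, Itgb1 (chromosome 8, 128685654 to 128733579) was at 208 ± 15.7 CPM (SD, n = 3), the 97.5 percentile of detectable genes. Percentiles here rank CPM, which is not corrected for gene length. Piezo1 (chromosome 8, 122481698 to 122551329) was at 190.7 ± 27.6 CPM (SD, n = 3), the 97.1 percentile, or 21.4 ± 3.34 FPKM. At 6 h PCS, Itgb1 had a log2 fold change of 0.31 (standard error 0.147, adjusted p = 0.24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which reversed to a value close to 0 when the libraries were scaled on their size alone. Piezo1 rose to 34.6 ± 0.597 FPKM (SD, n = 3), a level without TMM factors. With TMM factors its log2 fold change was 1.02 (standard error 0.156, adjusted p = 0.00406 from the same edgeR test). Since this lies close to the fold limit, Piezo1 was a DEG in 3 of the 6 fits that each left out one library, and with library size scaling its log2 fold change was 0.69.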

Notably, naïve LECs do express some known biomechanical sensors including β1-integrin [61] and Piezo1 [86] which, when activated, upregulate the ERK/MAPK signaling cascade and subsequent IETF expression in other systems [87,88].

### 4.3. The IETFs Egr1 and FosB Regulate Some Aspects of the Lens Wound Healing Response

IETFs are known to regulate wound healing responses in non-lens cell types [89,90,91,92], however their functions in the lens are obscure. Here, we found that numerous IETFs upregulate rapidly in injured LECs then downregulate their expression later, although the kinetics of this downregulation varies between IETFs. Here, we tested the function of two of the most upregulated IETFs in LECs, Egr1 and FosB in the lens wound healing response as both genes can be under the control of ERK/MAPK signaling [77,78] and are known to regulate both inflammation [93,94] and fibrosis [63,89] in other tissues.

The absence of Egr1 does not induce major changes to normal lens biology either at the level of structure/transparency nor the global LEC transcriptome. This is consistent with prior reports identifying a role for Egr1 in scleral growth during compensatory myopia in mice although no effects on lens transparency are noted. Prior work has found that Egr1 upregulates in LEC in response to cellular stresses ranging from a loss of calcium homoeostasis due to selenite stress [59] and the loss of β1-integrin [61] while this study found Egr1 expression to rapidly elevate after lens fiber cell removal. However, the function of Egr1 in lens biology is still obscure. While we previously found that deletion of Egr1 from lenses lacking the gene encoding β1-integrin rescued [61] a portion of the LEC phenotype, the genes that Egr1 regulates that lead to lens destruction are still unknown. Here, we found that deletion of Egr1 from lenses subjected to injury only affected the expression of 73 genes, and surprisingly the handful of inflammatory cytokines among this list exhibited elevated expression in Egr1 null LECs at 6 h PCS, including Cxcl1 (4.55 fold), a known Egr1 target gene [94]. However, by 24 h PCS, Egr1 null LECs did exhibit reduced levels of Cxcl1 compared to wild type controls. While the mechanisms that underlay these results are unclear, Egr1 is known to function as both a transcriptional activator and repressor depending on context. LECs do express appreciable levels of the mRNAs encoding the Egr1 co-repressors Nab1 and Nab2 which could explain why Cxcl1 mRNA levels are elevated in Egr1 nulls at 6 h PCS as Cxcl1 is a known Egr1 target gene. It is possible that Egr1 shifts function later in the injury response as Cxcl1 levels are reduced at the protein level in Egr1 null LECs at 24 h PCS which is more consistent with other studies that suggest that Egr1 can activate the inflammatory response in non-lens cells [93,94]. It is also possible that the small effect of Egr1 deletion on the acute injury transcriptome derives from the large number of IETFs (who have similar or identical DNA binding sites) with elevated expression at 6 h PCS creating a “bulk” effect to drive the injury response so that loss of any one component only has a minor effect on the global injury response [95,96,97].

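The level of Nab1 (chromosome 1, 52455849 to 52500712) in wild type LECs was 10.3 ± 1.58 FPKM at 0 h PCS and 11.7 ± 1.75 FPKM at 6 h PCS (SD, n = 3), and that of Nab2 (chromosome 10, 127660918 to 127666703) was 6.39 ± 1.38 and 12.0 ± 2.13 FPKM (SD, n = 3). At 0 h PCS, Nab1 was at the 79.1 and Nab2 at the 62.5 percentile of detectable genes by CPM. Nab2 was a DEG at 6 h PCS, with a log2 fold change of 1.25 (standard error 0.238, adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nab1 was not, with a log2 fold change of 0.50 (standard error 0.161, adjusted p = 0.0896 from the same edgeR test). On library size alone, Nab2 had a log2 fold change of 0.91 and was no longer a DEG.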

Like Egr1KO lenses, FosBcKO lenses exhibit neither major structural defects nor large changes in the LEC transcriptome. While it has been reported that elevated expression of the delta FosB (ΔFosB) variant in the lens can result in posterior subcapsular cataract [98], the apparently normal phenotype of FosBcKO lenses is not surprising in light of the low level of FosB expression in healthy LECs. In contrast, LECs lacking FosB exhibit many changes to their acute transcriptomic response to lens fiber cell removal with 874 DEGs detected in FosBcKO LECs at 6 h PCS. However, in contrast to our initial predictions, FosBcKO LECs exhibit higher expression of inflammatory markers than wildtype LECs at 6 h PCS.

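In wild type LECs at 0 h PCS, Fosb was at 1.90 FPKM. By CPM it was at 10.6 ± 7.36 (SD, n = 3), the 53.0 percentile of detectable genes, so that 7901 of them were higher. CPM is not corrected for gene length, and no rank by FPKM was made, since most genes had no exon length at hand. The SD of the CPM reflects the difference between 17.2 CPM in 0 h replicate 1, 12.1 CPM in 0 h replicate 3 and 2.66 CPM in 0 h replicate 2.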

FosB is a member of the AP1 family of transcription factors that mediates its function as either a homodimer or a heterodimer with other members of this family. The complexity of FosB function is further expanded by its numerous splice forms including ΔFosB which is a stable transcriptional repressor [99,100]. As the vast majority of the injury related DEGs detected in FosBcKO LECs are upregulated, including other IETFs such as JunB and Ier3 as well as Itgb8 (2 fold) which is critical for TGFβ activation [11] by injured LECs, it is possible that FosB elevation upon lens injury buffers the acute injury response by repressing the action of other IETFs.

## 5. Conclusions

This study revealed that lens epithelial cells that remain attached to the lens capsule following lens fiber cell removal modeling cataract surgery greatly reprogram their transcriptome by 6 h post surgery which likely sets the stage for subsequent post surgical ocular inflammation and fibrosis/PCO pathogenesis. The rapid elevation of MAPK signaling as measured by ERK phosphorylation post cataract surgery and the subsequent induction of immediate early transcription factor expression suggests that injury induced cell signaling driving the immediate early response sets the stage for the conditions needed to induce the epithelial-mesenchymal transition of lens epithelial cells to myofibroblasts. Further work is necessary to identify the molecular mechanisms by which lens fiber cell removal triggers this response and which IETFs play the most critical roles in setting the stage for later epithelial mesenchymal transition of lens epithelial cells and subsequent fibrotic PCO.

## Figures and Tables

**Figure 1:**
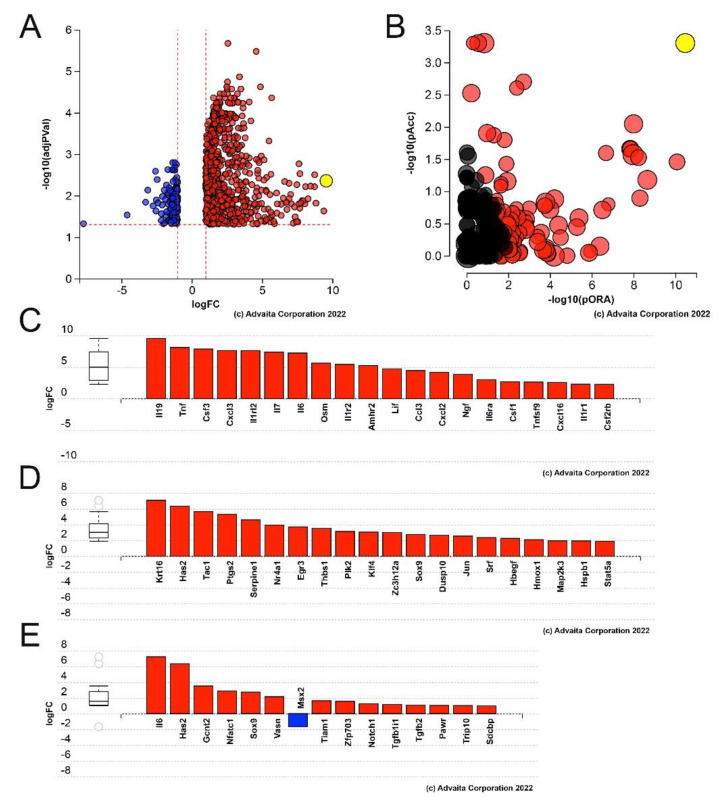
Advaita iPathway analysis of genes differentially expressed at 6 h PCS in LECs. (**A**) Volcano plot of genes (represented by either a blue dot for negative fold change or red dot for positive fold change) whose expression was statistically different in 6 h PCS LECs. Yellow dot represents Il19. (**B**) Impact analysis of the 6 h PCS DEGs predicting that the KEGG pathway “cytokine-cytokine receptor interaction” (*p*-value of 1.120 × 10^−8^) (yellow dot) is the most significantly impacted pathway. While other impacted KEGG pathways are represented by the other dots with black dots being non-significant KEGG pathways and red dots being significant KEGG pathways. (**C**) Bar graph showing which cytokine-cytokine receptor interaction genes are differentially expressed in LECs at 6 h PCS. (**D**) Bar graph showing the “epithelial cell migration” (*p*-value = 9.600 × 10^−5^) genes differentially expressed in 6 h PCS LECs. (**E**) Bar graph showing the DEGs implicated in the “epithelial to mesenchymal transition” (*p*-value = 0.003) pathway.

**Figure 2:**
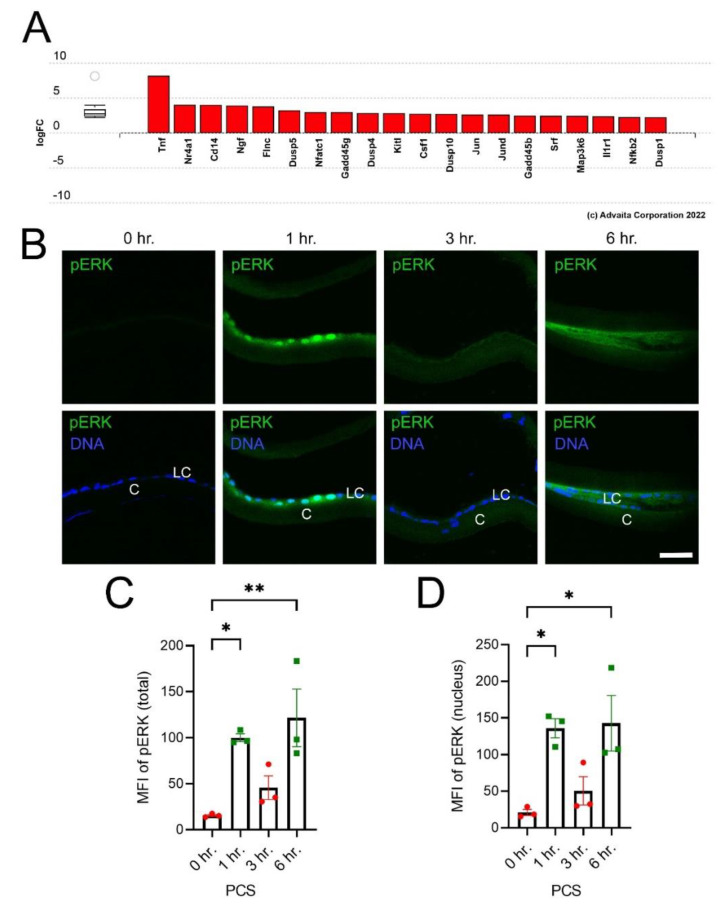
MAPK signaling is acutely activated in LECs after lens injury (**A**) Bar graph of Advaita iPathway analysis of genes differentially expressed in LECs at 6 h PCS associated with MAPK signaling. (**B**) Immunostaining of pERK1/2 (green) in LECs isolated either immediately after lens fiber cell removal (0 h) or 1, 3 or 6 h later. Blue represents DNA. Scale bar = 35 μm (**C**) Quantitiation of total pERK1/2 levels in LECs obtained from three independent biological replicates (**D**) Quantitation of nuclear pERK1/2 levels in LECs obtained from three biological replicates. * represents *p* ≤ 0.05; ** represents *p* ≤ 0.01. The red dots and green squares in C & D both represent the individual biological replicate values for their corresponding bar in the bar graph.

**Figure 3:**
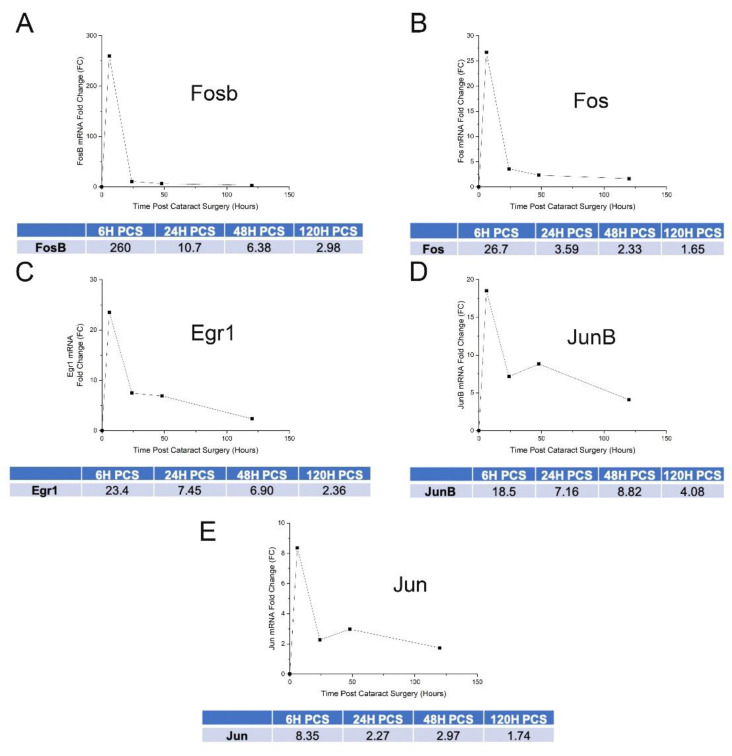
Expression dynamics of select IETFs as revealed by bulk RNAseq expression profiling performed between 0–120 h PCS. (**A**) mRNA expression time course for FosB. (**B**) mRNA expression time course for Fos (cFos). (**C**) mRNA expression time course for Egr1. (**D**) mRNA expression time course for JunB. (**E**) mRNA expression time course for Jun (cJun). The Y axis represents fold expression level in comparison to levels observed in naïve LECs.

**Figure 4:**
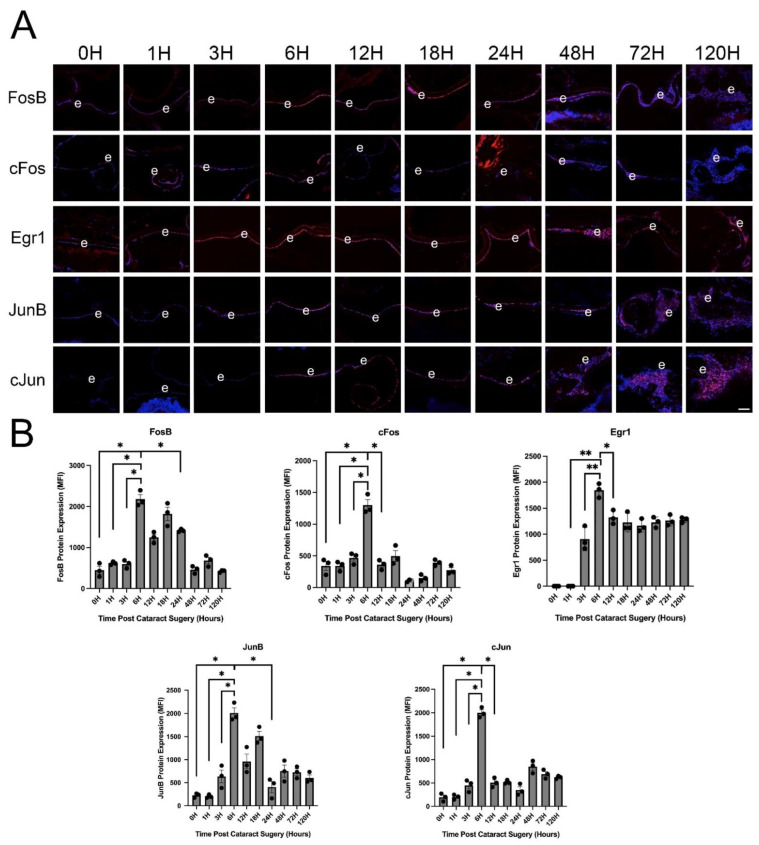
Protein expression of select IETFs in injured mouse lens epithelial cells at various times post lens fiber cell removal. (**A**) Immunolocalization of each studied IETF during the first 120 h (5 days) PCS. Red represents the IETF of interest, Blue represents DNA/cell nuclei. Scale bar = 70 μm. (**B**) Bar graphs representing quantification of the data shown in panel A. FosB * *p*-value ≤ 0.0001; cFos * *p*-value ≤ 0.0001; Egr1 * *p*-value ≤ 0.002 ** *p*-value ≤ 0.0001; JunB * *p*-value ≤ 0.0001; cJun * *p*-value ≤ 0.0001. The black dots in B represent the individual biological replicates for each bar in the bar graph.

**Figure 5:**
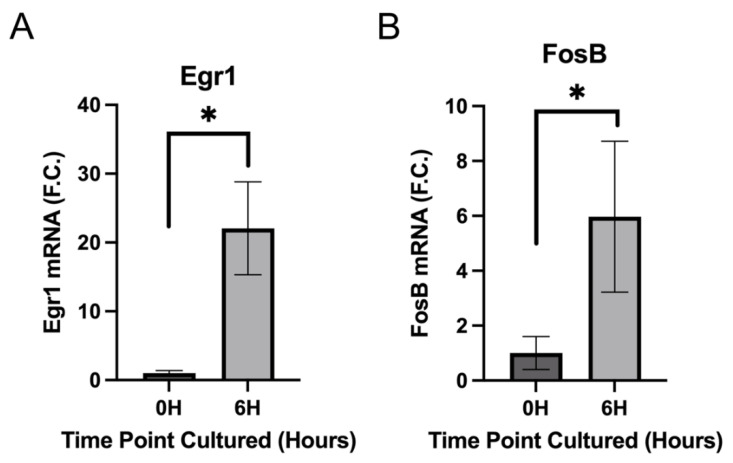
Investigation of the effect of 6 h ex vivo culture on Egr1 and FosB levels in LECs by qRT-PCR (**A**) Egr1 mRNA levels significantly upregulate in LECs after six hours of ex vivo culture (* *p*-value ≤ 0.01) (**B**) FosB mRNA levels signficantly upregulate in LECs after six hours of ex vivo culture (* *p*-value ≤ 0.025) FC-fold change from RNA levels obtained from LECs immediately after isolation.

**Figure 6:**
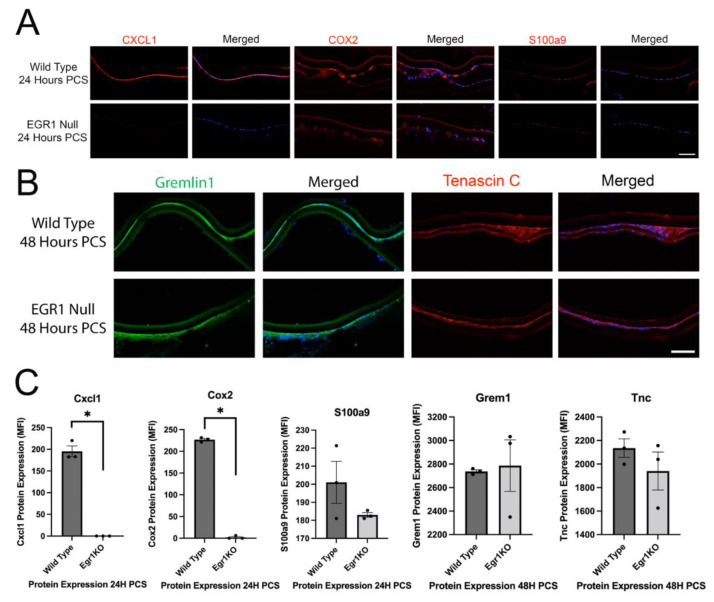
Egr1KO LECs attenuate a portion of their inflammatory response PCS but the fibrotic response was not affected. (**A**) Immunofluorescence analysis of the proinflammatory mediators Cxcl1, Cox2 and S100a9 (red) in LECs from wild type and Egr1KO mice at 24 h PCS. Blue = DNA, Scale bar = 70 μm. (**B**) Immunofluorescence analysis of the fibrotic markers Gremlin1 (green) and Tenascin C (red) in LECs from wild type and Egr1KO mice at 48 h PCS. Blue = DNA, Scale bar = 70 μm. (**C**) Quantitation of the data shown in panels A and B. Cxcl1 and Cox2, * represents *p* ≤ 0.01; S100a9, *p* = 0.26; Gremlin 1, *p* = 0.84; Tenascin C, *p* = 0.42. The black dots in C represent the individual biological replicates for each bar in the bar graph.

**Figure 7:**
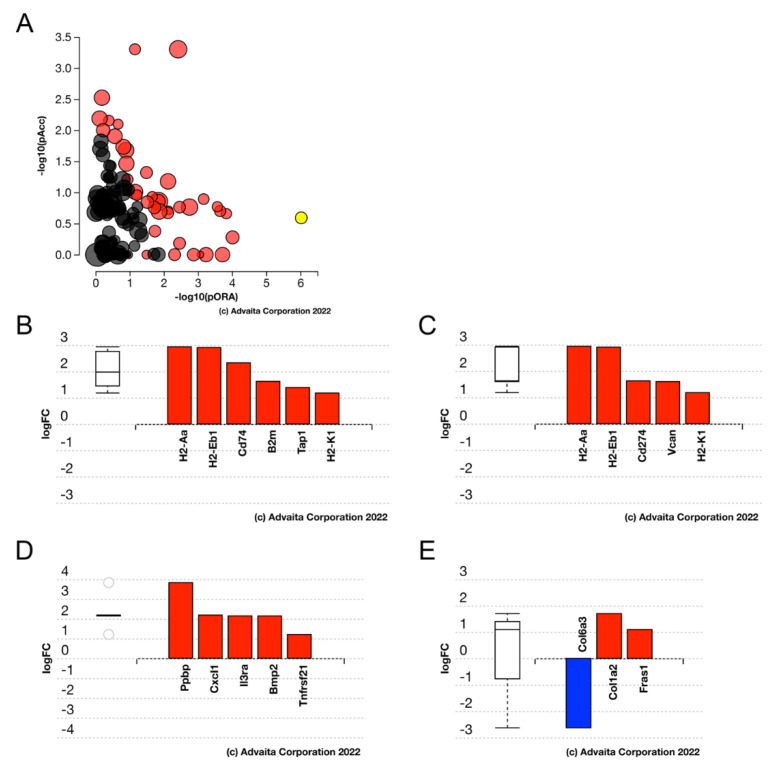
Advaita iPathway analysis of differentially expressed pathways/genes between 6 h Egr1KO and 6 h WT LECs. (**A**) Impact analysis of the DEGs suggest that the KEGG pathway map “antigen processing and presentation” (*p*-value = 4.147 × 10^−6^) (yellow dot) is the most significantly impacted pathway in the 6 h LECs. Other impacted KEGG pathways are represented by the other dots with black dots being non-significant KEGG pathways and red dots being significant KEGG pathways. (**B**) Bar graph showing the antigen processing and presentation genes that are differentially expressed in the 6H Egr1KO LECs. (**C**) Bar graph showing the cell adhesion molecules (*p*-value = 0.003) pathway of genes differentially expressed in the 6H Egr1KO LECs. (**D**) Bar graph showing the cytokine-cytokine receptor interaction (*p*-value = 0.003) pathway of genes differentially expressed in the 6H Egr1KO LECs. (**E**) Bar graph showing the ECM receptor interaction (*p*-value = 0.045) pathway of genes differentially expressed in the 6H Egr1KO LECs.

**Figure 8:**
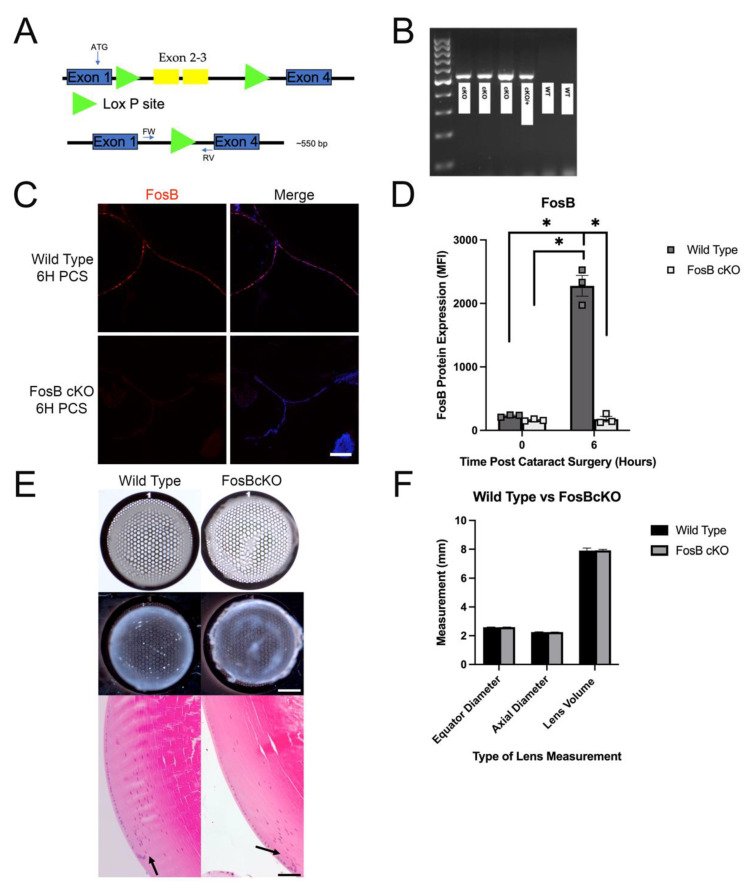
Creation of mice lacking the FosB gene from the lens (FosBcKO) and characterization of its lens phenotype. (**A**) Diagram of the floxed FosB allele before and after cre recombinase mediated deletion. The FosB allele used in this study is flanked by 2 Lox *p* sites (green triangles) around exons 2 and 3. After recombination, the FosB allele has exons 2 and 3 excised. Location of the genotyping primers used to confirm successful excision is indicated by FW and RV. (**B**) PCR analysis of lens DNA obtained from FosBcKO mice showing successful removal of exons 2 and 3. (**C**) Protein validation of the absence of the FosB protein (Red) in FosBcKO LECs via immunofluorescence at 6H PCS (Scale bar 70 µm) (Blue is DNA). (**D**) Quantification of the protein validation experiment in (**C**) * *p*-value < 0.0001. (**E**) Grid analysis, dark field imaging (Scale bar 50 µm) and H&E staining of the FosBcKO lens (right images) compared to the Wild type lens (left images) (Scale bar 100 µm). The black arrows are utilized to point out the disorganization in the transition zone of the lens. (**F**) Quantification of lens measurements obtained from the FosBcKO lens showing that they were of similar size to wildtype.

**Figure 9:**
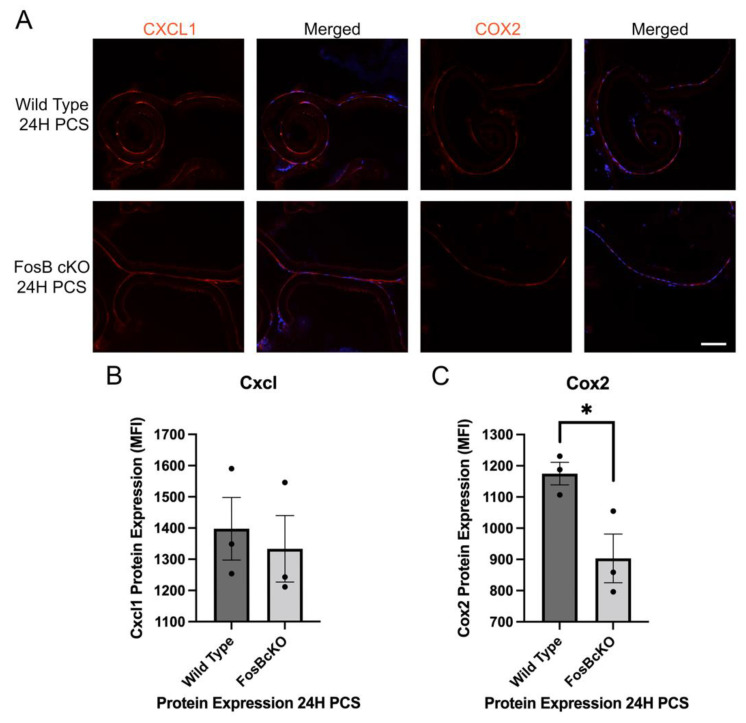
Inflammatory mediator protein expression in FosBcKO LECs compared to Wild Type at 24 h PCS. (**A**) Immunofluorescent staining for the proinflammatory mediators Cxcl1 and Cox2 (red) at 24 h PCS. Blue is DNA and Scale bar = 70 µm. (**B**) Quantification of Cxcl1 levels in LECs at 24 h PCS by immunofluorescence *p* = 0.97. (**C**) Quantification of Cox2 levels in LECs at 24 H PCS by immunofluorescence * represents *p*-value ≤ 0.01. The black dots in B & C represent the individual biological replicates for each bar in the bar graph.

**Figure 10:**
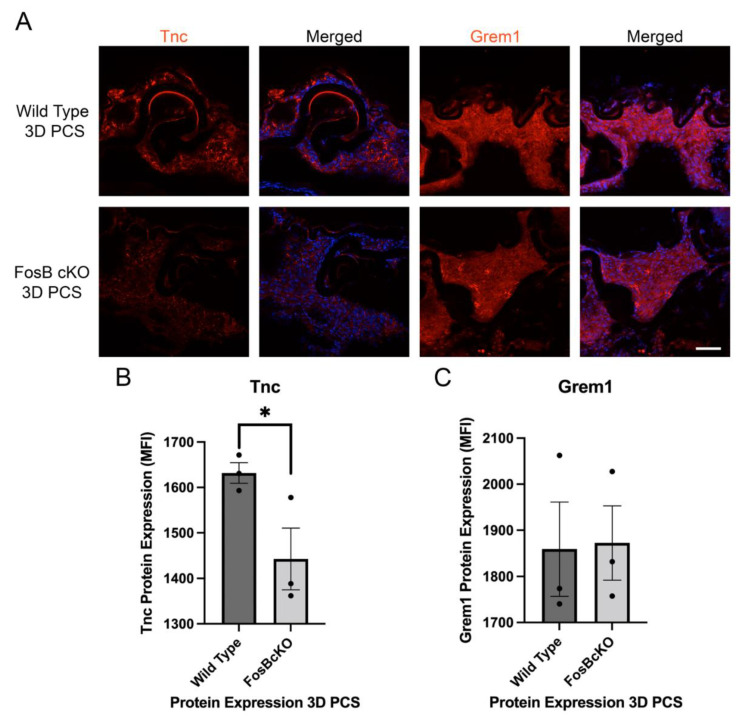
Fibrotic marker protein expression in FosBcKO LECs at 72 h PCS via immunofluorescence. (**A**) The fibrotic markers, Gremlin1 and Tenascin C (red) in wild type and and FosBcKO LECs at 72 h PCS. Blue = DNA, Scale bar = 70 μm. (**B**) Quantitation of Tenascin C protein levels in LECs at 72 h PCS analyzed by immunofluorescence * *p*-value ≤ 0.05. (**C**) Quantitation of Gremlin1 protein levels in LECs at 72 h PCS analyzed by immunofluorescence *p* = 0.99. The black dots in B & C represent the individual biological replicates for each bar in the bar graph.

**Figure 11:**
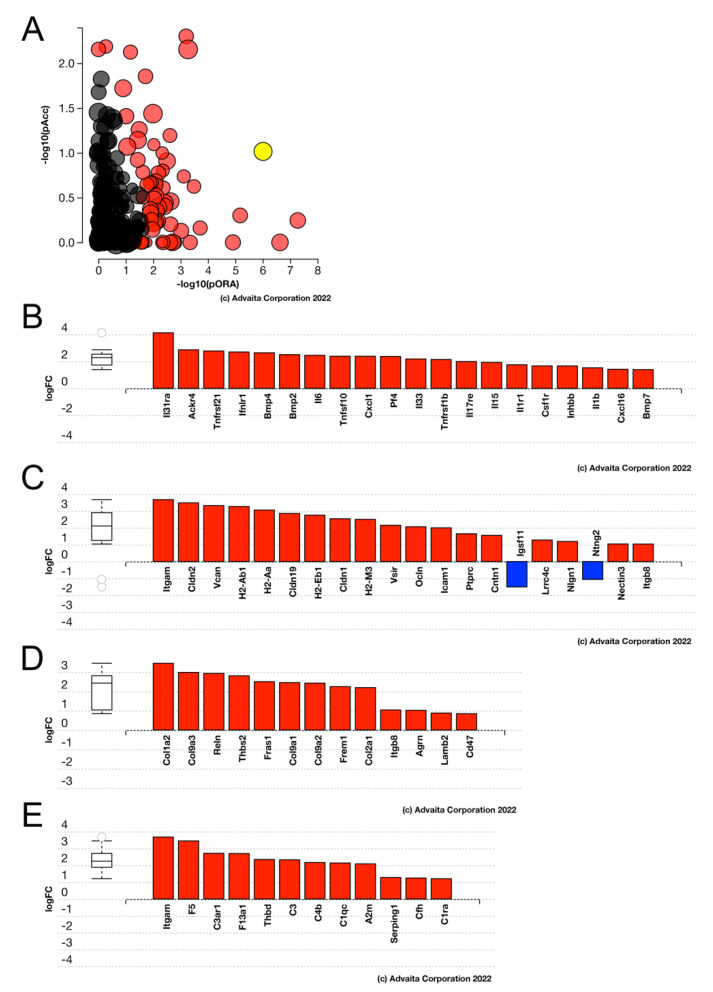
Advaita iPathway analysis of differentially expressed pathways/genes between 6 h FosBcKO and 6 h WT LECs. (**A**) Impact analysis of the DEGs suggest that the KEGG pathway map “cytokine-cytokine receptor interaction” (*p*-value = 1.655 × 10^−6^) (yellow dot) is the most significantly impacted pathway in the 6 h LECs. Other impacted KEGG pathways are represented by the other dots with black dots being non-significant KEGG pathways and red dots being significant KEGG pathways. (**B**) Bar graph showing the cytokine-cytokine receptor interaction genes that are differentially expressed in the 6 h FosBcKO LECs. (**C**) Bar graph showing the cell adhesion molecules (*p*-value = 7.754 × 10^−6^) pathway of genes differentially expressed in the 6 h FosBcKO LECs. (**D**) Bar graph showing the ECM-receptor interaction (*p*-value = 4.252 × 10^−5^) pathway of genes differentially expressed in the 6 h FosBcKO LECs. (**E**) Bar graph showing the complement and coagulation cascades (*p*-value = 4.528 × 10^−5^) pathway of genes differentially expressed in the 6 h FosBcKO LECs.

**Table 1:** Top 20 most upregulated genes in mouse LECs at 6 h PCS.

Gene Symbol	Gene Name	Wild Type 0H FPKM	Wild Type 6H FPKM	Fold Change	FDR
Il19	Interleukin 19	0.00	3.38	753.97	4.39 × 10^−3^
Krtap4-16	Keratin associated protein 4–16	0.00	2.14	427.68	3.14 × 10^−3^
Csf3	Colony Stimulating Factor 3	0.11	21.34	232.91	1.31 × 10^−2^
Il6	Interleukin 6	0.07	8.55	149.03	4.61 × 10^−2^
Fosb	FBJ osteosarcoma oncogene B	1.89	198.30	130.49	9.36 × 10^−3^
Ptx3	Pentraxin 3	1.08	105.47	120.93	5.05 × 10^−3^
Esm1	Endothelial cell-specific molecule 1	0.16	12.52	96.90	4.56 × 10^−3^
Iqcn	IQ motif containing N	0.16	8.66	67.98	1.58 × 10^−2^
C2cd4b	C2 calcium-dependent domain containing 4B	0.15	8.17	65.46	8.63 × 10^−3^
Emp1	Epithelial membrane protein 1	1.85	76.36	51.28	4.39 × 10^−5^
Ifi202b	Interferon activated gene 202B	0.09	3.64	47.32	9.48 × 10^−3^
Arc	Activity regulated cytoskeletal associated protein	5.64	183.82	39.94	3.64 × 10^−3^
Ptgs2	Prostaglandin-endoperoxide synthase 2	0.65	20.96	39.62	7.93 × 10^−3^
Plaur	Plasminogen activator, urokinase receptor	0.18	5.54	36.69	4.17 × 10^−2^
Klf2	Kruppel-like factor 2	1.14	28.17	30.60	1.11 × 10^−3^
Htr1d	5-hydroxytrptamine receptor 1D	0.54	13.06	29.37	2.39 × 10^−5^
Rnf125	Ring finger protein 125	0.18	4.17	27.65	1.60 × 10^−3^
F3	Coagulation factor III	1.97	43.91	27.01	3.80 × 10^−3^
Lif	Leukemia inhibitory factor	1.50	33.10	26.40	1.41 × 10^−3^
Fgl2	Fibrinogen-like protein 2	0.56	11.78	26.39	3.12 × 10^−2^

**Table 2:** The expression of classic fibrotic markers does not significantly change in mouse LECs by 6 h PCS.

Gene Symbol	Gene Name	Wild Type 0 h FPKM	Wild Type 6 h FPKM	Fold Change	FDR
Col1a1	Collagen, type I, alpha 1	1.53	7.24	5.80	2.14 × 10^−1^
Tnc	Tenascin C	0.65	1.10	2.10	3.43 × 10^−1^
Acta2	α Smooth Muscle Actin	53.17	63.90	1.48	7.06 × 10^−1^
Itgav	Integrin alpha V	27.55	31.57	1.42	7.71 × 10^−2^
Vtn	Vitronectin	23.57	27.60	1.41	6.02 × 10^−1^
Fn1	Fibronectin 1	2.79	2.16	−1.03	9.70 × 10^−1^
Itgb1	Integrin beta 1	56.79	56.59	1.24	4.17 × 10^−1^

**Table 3:** IETFs differentially expressed in wildtype mouse LECs at 6 h PCS.

Gene Symbol	Gene Name	Wild Type 0 h FPKM	Wild Type 6 h FPKM	Fold Change	FDR
Fosb	FBJ osteosarcoma oncogene B	1.89	198.30	130.49	9.36 × 10^−3^
Klf2	Kruppel-like factor 2	1.14	28.17	30.60	1.11 × 10^−3^
Nr4a1	Nuclear receptor subfamily 4, group A, member 1	8.67	105.28	15.14	3.35 × 10^−2^
Zfp36	Zinc finger protein 36	13.93	163.10	14.56	7.59 × 10^−3^
Ier2	Immediate early response 2	10.16	111.54	13.66	1.43 × 10^−2^
Egr3	Early growth response 3	1.26	13.40	13.09	2.40 × 10^−2^
Ier5	Immediate early response 5	5.55	55.82	12.30	5.95 × 10^−5^
Egr1	Early growth response 1	33.41	328.89	12.10	3.09 × 10^−2^
Atf3	Activating transcription factor 3	33.02	268.96	10.17	3.76 × 10^−2^
Ier3	Immediate early response 3	3.45	28.17	9.94	2.35 × 10^−4^
Junb	Jun B proto-oncogene	20.98	160.07	9.51	2.97 × 10^−3^
Maff	V-maf musculoaponeurotic fibrosarcoma oncogene family, protein F	12.55	89.64	8.82	1.31 × 10^−4^
Klf4	Kruppel-like factor 4	25.06	166.32	8.21	3.38 × 10^−3^
Egr2	Early growth response 2	0.88	5.49	7.61	4.84 × 10^−2^

**Table 4:** Topmost upregulated DEGS in Egr1KO LECs at 6 h PCS.

Gene Symbol	Gene Name	Wild Type 6 h FPKM	Egr1KO 6 h FPKM	Fold Change	FDR
Pebp4	Phosphatidylethanolamine binding protein 4	0.14	2.18	14.58	3.33 × 10^−3^
Dio3	Deiodinase, iodothyronine type III	0.38	3.29	8.56	9.90 × 10^−4^
H2-Aa	Histocompatibility 2, class II antigen A, alpha	0.37	2.88	7.67	4.98 × 10^−3^
H2-Eb1	Histocompatibility 2, class II antigen E beta	0.87	6.63	7.50	1.23 × 10^−2^
Cd74	CD74 antigen	4.77	24.04	5.02	2.73 × 10^−2^
Cxcl1	Chemokine (C-X-C motif) ligand 1	15.11	68.71	4.55	7.51 × 10^−7^
Fbn2	Fibrillin 2	0.60	2.65	4.42	2.60 × 10^−3^
Il3ra	Interleukin 3 receptor, alpha chain	0.71	3.17	4.41	2.79 × 10^−2^
Bmp2	Bone morphogenetic protein 2	5.37	23.64	4.40	5.02 × 10^−4^
Slc6a13	Solute carrier family 6, member 13	2.60	11.31	4.34	3.62 × 10^−3^

**Table 5:** Topmost downregulated DEGs seen in Egr1KO LECs at 6 h PCS.

Gene Code	Gene Name	Wild Type 6 h FPKM	Egr1KO 6 h FPKM	Fold Change	FDR
Sst	Somatostatin	6.71	0.13	−39.55	4.98 × 10^−3^
Krt5	Keratin 5	14.06	0.64	−21.81	2.89 × 10^−2^
C1ql2	Complement component 1	4.94	0.68	−7.08	9.20 × 10^−3^
Rit2	Ras-like without CAAX 2	3.51	0.52	−6.66	4.24 × 10^−2^
Zfp804a	Zinc finger protein 804A	2.42	0.37	−6.32	2.22 × 10^−2^
Col6a3	Collagen, type VI, alpha 3	36.99	5.97	−6.19	3.91 × 10^−3^
Spc25	SPC25	14.50	2.88	−5.02	2.14 × 10^−3^
Map2k3os	Mitogen-activated protein kinase kinase 3, opposite strand	4.04	0.77	−5.01	2.89 × 10^−2^
Rab7b	RAB7B, member Ras oncogene family	4.88	1.01	−4.79	2.22 × 10^−2^
Galnt13	Polypeptide N-acetylgalactosaminyltransferase13	2.76	0.64	−4.25	2.22 × 10^−2^

**Table 6:** Egr1KO LECs express elevated levels of genes that encode zonule associated proteins at 6 h PCS.

Gene Code.	Gene Name	Wild Type 6 h FPKM	Egr1KO 6 h FPKM	Fold Change	FDR
Fbn2	Fibrillin 2	0.60	2.65	4.42	2.60 × 10^−3^
Fbn1	Fibrillin 1	8.27	30.34	3.67	1.55 × 10^−2^
Col18a1	Collagen, type XVIII, alpha 1	21.09	71.66	3.40	2.79 × 10^−2^
Ltbp2	Latent transforming growth factor beta binding protein 2	6.54	21.56	3.30	2.70 × 10^−2^
Ltbp1	Latent transforming growth factor beta binding protein 1	6.54	17.41	2.66	5.22 × 10^−3^

**Table 7:** Top most upregulated DEGs in FosBcKO LECs at 6 h PCS.

Gene Code	Gene Name	Wild Type 6 h FPKM	FosBcKO 6 h FPKM	Fold Change	FDR
Dio3	Deiodinase, iodothyronine type III	0.39	10.75	27.00	4.19 × 10^−24^
Pebp4	Phosphatidylethanolamine binding protein 4	0.14	4.11	26.88	4.75 × 10^−12^
Clec14a	C-type lectin domain family 14, member a	0.09	2.48	24.75	2.60 × 10^−8^
Edn3	Endothelin 3	0.22	3.76	17.00	1.78 × 10^−8^
Foxi3	Forkhead box i3	0.83	12.46	14.80	1.39 × 10^−10^
Kcnj13	Potassium inwardly rectifying channel, subfamily J, member 13	0.74	11.13	14.74	6.61 × 10^−8^
Defb9	Defensin beta 9	0.80	12.02	14.46	2.14 × 10^−7^
Fbn2	Fibrillin 2	0.61	8.81	14.27	3.60 × 10^−14^
Dsg2	Desmoglein 2	0.36	5.07	13.78	6.46 × 10^−24^
Gpx3	Glutathione peroxidase 3	55.77	735.90	13.19	1.38 × 10^−14^

**Table 8:** Top most downregulated DEGs in FosBcKO LECs at 6 h PCS.

Gene Code	Gene Name	Wild Type 6 h FPKM	FosBcKO 6 h FPKM	Fold Change	FDR
Slc29a4	Solute carrier family 29	6.89	0.87	−7.86	2.95 × 10^−4^
Sox30	SRY box 30	3.17	0.43	−7.24	1.17 × 10^−3^
Gjb3	Gap junction protein, beta 3	4.37	0.62	−7.06	2.73 × 10^−2^
Cdcp3	CUB domain containing protein 3	8.71	1.60	−5.43	1.54 × 10^−8^
Gjb4	Gap junction protein, beta 4	8.02	1.52	−5.29	3.36 × 10^−3^
H1f8	H1.8 linker histone	35.69	6.96	−5.13	1.18 × 10^−3^
Cdsn	Corneodesmosin	3.16	0.75	−4.21	1.12 × 10^−4^
Alpk2	Alpha-kinase 2	3.24	0.78	−4.16	5.48 × 10^−3^
Asb5	Ankyrin repeat and SOCs box-containing 5	6.02	1.45	−4.16	5.48 × 10^−3^
Cd109	CD109 antigen	4.25	1.06	−4.01	1.71 × 10^−2^

**Table 9:** Genes encoding zonule components that are upregulated in FosBcKO LECs at 6 h PCS compared to wildtype.

Gene Code	Gene Name	Wild Type 6 h FPKM	FosBcKO 6 h FPKM	Fold Change	FDR
Fbn2	Fibrillin 2	0.61	8.81	14.27	3.60 × 10^−14^
Fbn1	Fibrillin 1	8.52	105.46	12.38	6.38 × 10^−11^
Col18a1	Collagen, type XVIII, alpha 1	21.68	233.53	10.77	1.43 × 10^−9^
Ltbp2	Latent transforming growth factor beta binding protein 2	6.72	72.04	10.71	2.55 × 10^−10^
Nid2	Nidogen 2	1.59	16.90	10.58	4.08 × 10^−10^
Efemp1	Epidermal growth factor-containing fibulin-like extracellular matrix protein 1	18.34	135.34	7.37	4.46 × 10^−12^
Prelp	Proline arginine-rich end leucine-rich repeat	14.44	83.96	5.81	3.11 × 10^−11^
Col9a2	Collagen, type IX, alpha 2	6.41	34.69	5.41	1.78 × 10^−8^
Hmcn1	Hemicentin 1	0.95	4.20	4.41	1.09 × 10^−10^
Ltbp1	Latent transforming growth factor beta binding protein 1	6.75	24.79	3.67	1.32 × 10^−10^
Megf	Multiple EGF-like domains 6	1.27	4.39	3.45	4.86 × 10^−5^
Loxl1	Lysyl oxidase-like 1	26.12	64.47	2.47	6.21 × 10^−4^
Ltbp3	Latent transforming growth factor beta binding protein 3	23.90	52.78	2.21	1.58 × 10^−4^
Ctsd	Cathepsin D	31.84	70.16	2.20	4.60 × 10^−5^
Timp3	Tissue inhibitor of metalloproteinase 3	94.83	198.21	2.09	1.40 × 10^−2^
Tgfb3	Transforming growth factor, beta 3	2.83	5.74	2.03	1.21 × 10^−2^
Agrn	Agrin	8.37	16.96	2.03	1.42 × 10^−3^

## Data Availability

The RNAseq data presented in this manuscript can be obtained at the Gene Expression Omnibus under accession numbers GSE206563 and GSE206574.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11213456/s1, Figure S1: Phenotype of the adult Egr1KO lens; Table S1: List of all qRT-PCR primers; Table S2: Primary antibodies used in this study; Table S3: Differential expression of genes between naïve WT LECs and those isolated 6 h PCS; Table S4: Genes differentially expressed in naïve adult mouse LECs due to deletion of the Egr1 gene; Table S5: Genes differentially expressed in between WT adult mouse LECs and those lacking the Egr1 gene at 6 hours PCS; Table S6: Genes differentially expressed in naïve adult mouse LECs due to deletion of the Fosb gene; Table S7: Genes differentially expressed in between WT adult mouse LECs and those lacking the Fosb gene at 6 hours PCS.

How the deposited data were processed for this re-analysis (not part of the article)

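The RNAseq measured wild type LECs at 0 h PCS and 6 h PCS in 6 libraries, 3 per time point, each from a pool of 5 lens capsules. The authors aligned paired reads of 101 nt to GRCm38 with Hisat2 and counted them with HTSeq, and each deposited file holds one library's raw counts per Ensembl gene and 5 summary rows of HTSeq. The strand setting of the counting and any trimming are not stated in the paper's text. The values were checked to be whole numbers. Gene counts per library ran from 18039974 to 24701039, and they were 33.6% to 41.2% of the read pairs in each library's file.

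The counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15. The comparison of 6 h with 0 h PCS followed the methods of the paper: TMM normalization, the filter of edgeR on low counts by group, robust dispersion estimates and the quasi-likelihood F-test, with the option that gives the method of the earlier edgeR version. A DEG had a Benjamini-Hochberg FDR of at most 0.05 over the 16810 genes tested and a fold change above 2. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. FPKM values were computed from each library's total gene count and the exon lengths of Supplementary Table S3. Biological significance required a mean above 2 FPKM in either group and a change above 2 FPKM. Where all libraries of a group had at most 3 counts, a fold change was given as a lower bound against a level of 3 counts. Data were simulated with the size of these groups. In them 200 genes were changed by a log2 fold change of 2, as many upwards as downwards. The edgeR fit made 151 calls, of which 143 were among the changed genes. DESeq2 made 189 calls, 32 of them outside the changed genes, and the exact test 174 calls, 26 of them outside. Library size scaling gave 147 calls, 140 of them among the changed genes. Because the changes were balanced, the simulation could not test the choice of scaling.

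Gene symbols were taken from the parts of Supplementary Tables S3 to S7 that were read, which name 7023 of the counted genes and 6372 of the tested genes. Many of these names come from tables sorted by p-value, so lists of named genes lean towards changed genes. Exon lengths were at hand for 2583 genes. Coordinates come from the RefSeq annotation of GRCm38. The genes named in the text were those that the paper names for this comparison, the members of the gene lists, and the 5 largest increases and 5 largest decreases among the biologically significant DEGs with separated groups. The gene lists were those of Tables 1 to 3 and Figures 1 to 3 of the paper, and lists for cytokines, MAPK regulators, IETF families, lens epithelial cells, lens fiber cells, DAMP receptors, leukocytes, pigment cells, corneal epithelium, erythrocytes, endothelium, sex-linked genes, heat shock genes, circadian genes, glucocorticoid targets, NF-kB targets, TGF-beta early targets and mitochondrial genes. All lists (for cytokines, MAPK regulators, IETF families and mitochondrial genes a rule on the symbols) and the alternatives were set before the data were examined, apart from 4 stromal genes, the separate use of the 2 mitochondrial rRNAs, and the alternatives named as later additions in the closing section.

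The alternatives were DESeq2, the exact test of edgeR, the quasi-likelihood method of edgeR 4, no robust estimation, scaling on library size alone, the size factors of DESeq2, no filter on low counts, at least 10 counts in every sample, a test against a fold change of 2 (glmTreat), a block for the replicate number, FPKM on the TMM effective library sizes, and leaving out each library in turn. Not run were a correction for GC content, exon lengths from the annotation, a definition of detectable genes by FPKM, and set tests over gene lists, because they need sequences, lengths or names for all genes. The KEGG and gene ontology analyses and the experiments on knockout mice were not analysed here.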

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

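The 3 results in this part concern gene lists that were set before the data were examined and that the paper does not discuss. A list was picked out if at least 5 of its genes were tested, at least 80% of its genes had a name, and at least 75% of the tested genes were separated in one direction, that is, lay at 6 h PCS entirely above, or for a decrease entirely below, the 3 libraries at 0 h PCS. Lists collected by symbol from the names at hand, the mitochondrial genes among them, were not eligible, since those names lean towards changed genes. Chance gives 10% for a single gene in both directions together, and over all genes tested 30.6% were separated. The tests for the erythrocyte genes and the NF-kB targets were chosen only after the results were seen.

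The 5 erythrocyte genes Hbb-bs, Hbb-bt, Hba-a1, Hba-a2 and Alas2 were all upregulated DEGs, with a median log2 fold change of 3.03 and a range from 2.83 to 3.34. The most abundant of them, Hba-a2, reached 47.3 CPM in 6 h replicate 2. All 5 also had counts in the 0 h libraries. Without one library, 3 to 5 of the 5 genes were DEGs (3 without 0 h replicate 3 or 6 h replicate 3), and the median lay between 2.54 and 3.50. With glmTreat against a fold change of 2, 2 of the 5 genes were DEGs. The TMM scaling factors are not the whole cause, since without them the median was still 2.76. A lower share of lens cells in the 6 h capsules would raise the genes of every other cell type alike, but 6 of 11 leukocyte and endothelial genes lay more than 2 standard errors below the smallest increase of an erythrocyte gene, although the endothelial gene Cdh5 rose by 3.33. Other genes go with a lower share: of 7 pigment and corneal genes 1 lay that far below. The pigment genes had a median of 2.79, and Krt12 and Krt5 rose by 4.23 and 3.21 (standard errors 1.01 and 1.02). Neither was a DEG in the main fit, but DESeq2, the exact test and no robust estimation each called 2 of the 3 corneal genes. A lower share is thus argued against as a cause that acts on all other cell types alike, while tissue of some types carried over together was not tested. Blood cells carried over with the 6 h capsules remain possible and could explain the pattern, because the increases of the 5 genes lie within a range of 0.51 on the log2 scale. Such cells and an increase within LECs cannot be told apart, since both would raise the 5 genes together. Read pairs shared between the paralogs Hba-a1 and Hba-a2 were not tested.

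The NF-kB targets had a median log2 fold change of 1.84 over 11 genes, of which 9 were separated and 8 were upregulated DEGs (10 when adjusted over the list alone). Nfkb2 is also in the MAPK list that the study picked from these libraries. Without TMM factors the median was 1.54 and 7 of the 11 were DEGs, so the TMM scaling factors are not the whole cause of the increase, although the 8 genes then separated are less than 75% of the list. Without one library between 3 (without 6 h replicate 2) and 7 of the 11 were DEGs, 4 of them without 0 h replicate 1, while all 11 log2 fold changes stayed above 0. With glmTreat against a fold change of 2, 1 of the 11 was a DEG. Leukocytes in the 6 h capsules would bring their own abundant genes, but the highest mean at 6 h PCS among 7 leukocyte genes was 8.70 CPM (Csf1r), whereas the NF-kB targets rose by a median of 69.5 CPM, and 10 of the 11 rose by more than 8.70 CPM. The exception was Tnfaip2. All 7 leukocyte genes also had counts at 0 h PCS. An NF-kB response of the LECs after surgery is therefore a candidate explanation, found and examined on the same data. The other 7 genes of the leukocyte list, S100a8 and S100a9 among them, could not be named.

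The TGF-beta early targets had a median log2 fold change of 0.98 over 8 genes, of which 7 were separated and 3 were upregulated DEGs, Tgfbi and Pmepa1 among them (4 when adjusted over the list alone). With glmTreat against a fold change of 2, 1 of the 8 was a DEG. The list overlaps with a list that the study picked from these libraries. Without TMM factors the median was 0.67 and 5 of the 8 genes were separated upwards, less than the 75% by which the list was picked out. The TMM scaling factors therefore cannot be told apart from a change in the cells as the source of the separation, since no scale is known to be the right one, although all 8 log2 fold changes stayed above 0. Pigmented or stromal tissue in 6 h replicate 3 was weighed because pigment genes peak in that library, but without it the median was 0.79, and the 7 separated genes were also raised in 6 h replicate 1, where all 4 pigment genes lie below their level in 0 h replicate 1. Beside the scaling, early transcription downstream of TGF-beta or of another signal with shared targets stays open, and the RNA levels do not separate these possibilities.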

How the results depend on the processing

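The number of DEGs stayed within 1.5 times 900 under every alternative except glmTreat against a fold change of 2, which gave 221 DEGs (217 upregulated, 4 downregulated), and without 0 h replicate 1. Across the 6 fits that each left out one library, between 553 (without 0 h replicate 1) and 877 genes were DEGs. Downregulated DEGs moved most. They numbered 627 with scaling on library size alone, 256 with DESeq2, 253 with the exact test and 257 with no low-count filter, and between 43 (without 0 h replicate 1) and 140 when one library was left out, with 53 without 0 h replicate 3. The filter on all genes with at least 1 count tests more genes, and a fit without one library has fewer samples. Library size scaling is taken up below, and for the other alternatives the cause was not tested.

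Of the biologically significant DEGs, 190 passed glmTreat (187 upregulated, 3 downregulated). Scaling on library size alone gave 223 downregulated ones, and the fits that each left out one library gave between 36 (without 0 h replicate 1) and 81, with 40 without 0 h replicate 3 and 47 without 6 h replicate 3. DEGs without an exon length cannot pass this filter, so the counts are not fully comparable. They were 41 of 900 in the main fit, 246 of 1199 with library size scaling and between 17 and 114 without one library. The cause of the differences was not tested. In the lists, a minimum of 10 counts in every sample removes genes that are absent at 0 h PCS and gave 9 DEGs in Table 1 and 6 in Figure 1C. With glmTreat there were 7 DEGs in Figure 1C and 3 in Figure 1E. Library size scaling gave 8 in Figure 1E, and no low-count filter gave 1 in Table 2.

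Further scalings and a thinning of the counts were chosen after seeing the data. Library size scaling was repeated after the 10 or the 100 most abundant features were set aside. Then 359 and 343 DEGs were downregulated and 63.4% and 64.4% of the DEGs upregulated. The median log2 fold change moved from −0.317 to −0.202 and −0.193. The most abundant features thus make up part of the downward shift under library size scaling. What makes up the rest was not tested. Thinned to one total per library, 894 genes were DEGs.

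Signs reversed for Itgb1 (log2 fold change −0.0050) and Foxe3 (−0.031) with library size scaling, which shifts the median of all genes by −0.32. Leaving out one library, the log2 fold change ranged from −0.20 (without 6 h replicate 3) to 0.96 for Acta2, from −0.24 to 0.086 for Fn1 and from −0.30 to 0.071 for Itgb8. Over the 10 alternatives that kept all libraries, 20 of 42 named genes kept their direction and call, 12 lost their call under some alternative, 8 gained one and 2 reversed. With at least 10 counts in every sample, 33 of the 42 were tested. Leaving out one library, 23 of the 42 kept both, 10 lost their call, 6 gained one and 3 reversed. Under all settings, 16 of the 42 kept both.

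Whether the replicate numbers pair the libraries stays open. The correlations of the residuals between equal numbers were 0.00817, 0.205 and 0.135, but those between unequal numbers were not computed for comparison. A block for the replicate number gave 1050 DEGs, of which 843 were shared with the 900. The alternatives that need a GC content, annotated exon lengths, FPKM for all genes or set tests were not run. The depth limits genes with a count of 0 at 0 h PCS, such as Il19 and Tnf, for which only a lower bound of the increase can be given.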

Differences from the paper's values

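The numbers of detectable genes, DEGs and biologically significant DEGs, the FPKM values and the fold changes that the paper gives for the genes compared lay within 1.5 times the values computed here, except for Il19 and Krtap4-16. These had no count at 0 h PCS, and their lower bounds lie below the paper's fold changes. The adjusted p-values did not always. Of the 38 genes of Tables 1 to 3 that were compared, 12 had an FDR within 1.5 times the paper's, 8 a lower and 18 a higher one. The alternatives below were set before the data were examined, and those that left out one library are included.

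In Table 1, the FDR of Krtap4-16 was 0.00718 against the paper's 3.14e-03, that of Ptx3 0.0217 against the paper's 5.05e-03, that of Esm1 0.0156 against the paper's 4.56e-03, that of Emp1 0.000771 against the paper's 4.39e-05 and that of Lif 0.00516 against the paper's 1.41e-03, and none of the alternatives closed these gaps. For Fosb it was 0.0143 against the paper's 9.36e-03, a gap closed by edgeR 4 quasi-likelihood and by at least 10 counts in every sample, and no other alternative. For Iqcn it was 0.0435 against the paper's 1.58e-02, closed only by edgeR 4 quasi-likelihood. For Ifi202b it was 0.0212 against the paper's 9.48e-03, closed only without 6 h replicate 1. For Arc it was 0.000533 against the paper's 3.64e-03, closed with no low-count filter, without 0 h replicate 2 and without 6 h replicate 2. For Ptgs2 it was 0.00167 against the paper's 7.93e-03, closed with no low-count filter, glmTreat, without 0 h replicate 3 and without 6 h replicate 2. For Htr1d it was 0.000142 against the paper's 2.39e-05, closed by the replicate block and without 6 h replicate 1. For Rnf125 it was 0.00331 against the paper's 1.60e-03, closed by edgeR 4 quasi-likelihood and the replicate block. For F3 it was 0.00242 against the paper's 3.80e-03, closed by the size factors of DESeq2 in the edgeR fit and without 0 h replicate 2.

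In Table 2, the FDR of Tnc was 0.147 against the paper's 3.43e-01, closed without 0 h replicate 1, 0 h replicate 3 or 6 h replicate 3. That of Itgb1 was 0.24 against the paper's 4.17e-01, closed by the exact test, with no low-count filter, and in each fit without one library except the one without 6 h replicate 1.

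In Table 3, the FDR of Nr4a1 was 0.0131 against the paper's 3.35e-02, closed with no low-count filter and without 0 h replicate 1, 0 h replicate 2 or 6 h replicate 1. That of Ier2 was 0.0263 against the paper's 1.43e-02 and that of Ier3 0.000619 against the paper's 2.35e-04, both closed only by edgeR 4 quasi-likelihood. That of Egr3 was 0.00684 against the paper's 2.40e-02, closed with no low-count filter, glmTreat, and without 0 h replicate 3, 6 h replicate 1 or 6 h replicate 2. That of Ier5 was 3.55e-05 against the paper's 5.95e-05, closed by none. That of Junb was 0.0105 against the paper's 2.97e-03, closed only with no robust estimation. That of Maff was 0.000673 against the paper's 1.31e-04, closed only by the replicate block. That of Klf4 was 0.00588 against the paper's 3.38e-03, closed without 0 h replicate 1 or 6 h replicate 3.

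The paper calls 32 of the 38 genes at its FDR limit, and 27 of the 32 were DEGs here. Egr1 had an FDR of 0.0602 against the paper's 3.09e-02, Atf3 of 0.0616 against the paper's 3.76e-02 and Fgl2 of 0.0768 against the paper's 3.12e-02, and Egr2 and Plaur had 0.0651 and 0.0587. For Atf3 the gap closed with library size scaling, with at least 10 counts in every sample, and without 0 h replicate 1 or 0 h replicate 3, and for Egr1 and Fgl2 with none of the alternatives. DESeq2, the exact test and no robust estimation each called all 32 genes. On the simulated data, DESeq2 and the exact test made 32 and 26 calls outside the changed genes, against 8 in the main fit. The fit with no robust estimation was not simulated. Of the 5, edgeR 4 quasi-likelihood also called Egr2 and Plaur, and the replicate block also called Fgl2 but lost Ptx3 and Ier2, with 26 of the 32 called. Fits without one library called between 22 and 25 of the 32, among them Egr1 (without 0 h replicate 3), Atf3 (without 0 h replicate 1 or 0 h replicate 3), Egr2 (without 0 h replicate 1), Plaur (without 6 h replicate 1) and Fgl2 (without 6 h replicate 3).

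The paper names Egr1 as the most abundant IETF by mRNA. Egr1 was at 328.5 FPKM at 6 h PCS here, the highest of the genes in Table 3, while Jund was at 751 and Fos at 503 FPKM among the genes of the IETF families.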

Other observations

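The tests on the levels of leukocyte genes, on the mitochondrial RNAs, on the order of the 0 h libraries, on stromal tissue alone and on the circadian genes were chosen only after the results were seen.

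Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many DEGs, the real one, and the other 9 gave 0 DEGs each. With 10 splits this share cannot fall under 0.1, so a lucky grouping cannot be excluded by it.

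More DEGs rose than fell, and the direction of this excess was tested against the scaling. Without TMM factors 47.7% of the DEGs were upregulated, against 84.7% with them, which is consistent with the TMM scaling factors as a source of the excess over all DEGs. Among DEGs with a fold change above 4, 80.6% were upregulated without TMM factors and 93.0% with them, so for these the scaling is not the whole source. A difference in library depth is not the source either, since 83.7% of DEGs were upregulated after every library was thinned to one total. Which scale reflects the RNA content of the cells was not tested.

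The induction of cytokine genes at 6 h PCS was tested against leukocytes in the 6 h capsules. The median log2 fold change of 7 leukocyte genes was 0.856, under the limit of 1 set for it, but it was 1.12 without 0 h replicate 1 and 0.18 without 6 h replicate 2, so this test decides nothing. Cd68, the one DEG among them, rose by 2.54, while Csf1r and Lyz2 had log2 fold changes of −0.11 and −0.16. For the abundant cytokine genes Csf1 and Lif, which rose by at least 108 CPM, leukocytes in the 6 h capsules are argued against by the highest mean of a leukocyte gene, 8.70 CPM at 6 h PCS. For cytokine genes at a few CPM, such as Il19 and Tnf, a small number of leukocytes cannot be told apart from LECs as the source, since 7 further genes of the leukocyte list could not be named.

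IETFs were higher in 0 h replicate 1 than in 0 h replicate 3, with a median log2 ratio of 0.56 over 41 genes. Of 10000 random lists matched on expression, 0 had as large a median log2 ratio, and their largest was 0.21, which argues against an expression-wide difference between the 2 libraries. A difference in the handling of the capsules before lysis may be behind it, which no label records.

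The 7 named mitochondrial mRNAs rose with a median log2 fold change of 0.79, and without TMM factors their median was 0.47 with a smallest value of 0.39, so TMM scaling factors are not the whole source. The 2 mitochondrial rRNAs rose by 1.29. For the rRNAs, whose rise exceeds that of the mRNAs by 0.50, less depletion of rRNA in the 6 h libraries could contribute and cannot be told apart from a change in the cells, since only 2 rRNA genes are named. Gm26917 and Gm42418, abundant features outside the mitochondrial genes, rose too, with a median of 0.95 (0.61 without TMM factors), and whether they carry rRNA sequence was not tested. Mitochondrial names come mostly from a table sorted by p-value.

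Col1a1 was highest in 0 h replicate 1 and 6 h replicate 3 of their groups, as were all 4 pigment genes (Tyr, Pmel, Dct and Tyrp1), whose median log2 fold change was 2.79 with 0 DEGs, and 1.08 without 6 h replicate 3. Acta2, another marker of Table 2, was highest in the same 2 libraries, while Tnc and Fn1 were not. Over all genes 12.1% share these libraries. Of the 4 stromal genes Col1a2, Col5a1, Dcn and Postn, 1 did, which argues against stromal tissue in 6 h replicate 3 as the source. The pattern is graded over the libraries: Col1a1, Acta2 and Tyr order all 6 in the same way, with 6 h replicate 3, 6 h replicate 2 and 0 h replicate 1 on top and 6 h replicate 1 lowest, and Pmel, Dct and Tyrp1 have the same top 3. This goes with different amounts of pigmented tissue, most of it in 6 h replicate 3, that carries Col1a1 and Acta2 but not the other stromal genes. It cannot be told apart from differences of the LECs between the pools, since the shared order was noticed in these same libraries and no library of such tissue is at hand. The sample number of 6 h replicate 3 stands apart from those of the other 5 libraries, and whether it was prepared separately is not stated.

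The circadian genes had a median log2 fold change of −0.29 over 11 genes, with 6 genes separated downwards and 2 upwards. There were 2 downregulated DEGs (Ciart and Tef). The number of DEGs was 1 without 0 h replicate 1 or 6 h replicate 3, and 3 without 6 h replicate 1. With library size scaling it was 4, and the median was −0.60. A difference in time of day between the groups could lower some circadian genes, but the members go both ways and the phases of the genes are not in the data. Such a difference therefore cannot be told apart from an effect of the surgery. By the labels, both capsules of a mouse were taken at the same time. This goes against a difference in time of day for pools from the same mice, but the labels do not say which pools share mice.

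Of the other lists, 3 corneal epithelial genes had a median log2 fold change of 3.21 with 0 DEGs in the main fit. Krt12 and Krt5 were separated upwards while Aldh3a1 was separated downwards. Without 0 h replicate 1 or 0 h replicate 2, 2 of the 3 corneal genes were DEGs. DESeq2, the exact test and no robust estimation also each called 2 of the 3, and the quasi-likelihood method of edgeR 4 called 1. The 4 endothelial genes had a median of 1.39 with 0 DEGs in the main fit, and 1 DEG without 6 h replicate 1. DESeq2, the exact test and no low-count filter each gave 2 endothelial DEGs. The quasi-likelihood method of edgeR 4 and library size scaling each gave 1. Of 6 heat shock genes, 4 were upregulated DEGs, with a median of 1.75. Of 7 glucocorticoid targets, all 7 were separated, 4 upwards and 3 downwards. Of the 7, 2 were upregulated DEGs and 1, Fkbp5, was a downregulated DEG, with a median of 0.41 (0.26 without 6 h replicate 3). With library size scaling 5 of the 7 were DEGs and the median was 0.089. Of 16 lens fiber genes, only 2 could be named and tested, so lens fiber genes as a group were not examined. Crygb, 1 of the 2, had a log2 fold change of −0.26 (standard error 1.51) and was not a DEG. Its log2 fold change was −3.73 without 6 h replicate 3, and there it was a DEG. Of 5 sex-linked genes, 0 could be named. Of the 20 genes of Table 1, 18 were DEGs and 20 when adjusted over the list alone, and of the 5 genes of Figure 3, 3 were DEGs and 5 when adjusted over the list alone. Without 6 h replicate 1, 0 of these 5 were DEGs.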
